# Genomic Analysis of wig-1 Pathways

**DOI:** 10.1371/journal.pone.0029429

**Published:** 2012-02-07

**Authors:** Yalda Sedaghat, Curt Mazur, Mahyar Sabripour, Gene Hung, Brett P. Monia

## Abstract

**Background:**

Wig-1 is a transcription factor regulated by p53 that can interact with hnRNP A2/B1, RNA Helicase A, and dsRNAs, which plays an important role in RNA and protein stabilization. *in vitro* studies have shown that wig-1 binds p53 mRNA and stabilizes it by protecting it from deadenylation. Furthermore, p53 has been implicated as a causal factor in neurodegenerative diseases based in part on its selective regulatory function on gene expression, including genes which, in turn, also possess regulatory functions on gene expression. In this study we focused on the wig-1 transcription factor as a downstream p53 regulated gene and characterized the effects of wig-1 down regulation on gene expression in mouse liver and brain.

**Methods and Results:**

Antisense oligonucleotides (ASOs) were identified that specifically target mouse wig-1 mRNA and produce a dose-dependent reduction in wig-1 mRNA levels in cell culture. These wig-1 ASOs produced marked reductions in wig-1 levels in liver following intraperitoneal administration and in brain tissue following ASO administration through a single striatal bolus injection in FVB and BACHD mice. Wig-1 suppression was well tolerated and resulted in the reduction of mutant Htt protein levels in BACHD mouse brain but had no effect on normal Htt protein levels nor p53 mRNA or protein levels. Expression microarray analysis was employed to determine the effects of wig-1 suppression on genome-wide expression in mouse liver and brain. Reduction of wig-1 caused both down regulation and up regulation of several genes, and a number of wig-1 regulated genes were identified that potentially links wig-1 various signaling pathways and diseases.

**Conclusion:**

Antisense oligonucleotides can effectively reduce wig-1 levels in mouse liver and brain, which results in specific changes in gene expression for pathways relevant to both the nervous system and cancer.

## Introduction

*wig-1* is a p53-regulated gene (WT p53 induced gene 1; also known as PAG608 and ZMAT3) that was originally identified in a mouse cell line using a PCR-based differential display technique to find mRNAs induced by wild type p53 [1], [2]. The *wig-1* gene encodes a C_2_H_2_-type zinc finger protein that localizes mainly to the nucleus [3], [4]. The wig-1 structural features are shared with a small group of proteins, such as JAZ, that can positively regulate p53 transcriptional activity in a positive feedback manner [5], [6]. A rat homolog of *wig-1*, PAG608, was independently identified by Israeli *et al.* [2] and human *wig-1* has also been cloned and characterized [3]. Mouse wig-1 is highly homologous to the rat and human orthologs, and shares 97.9% and 87% amino acid sequence identity, respectively. Rat *wig-1* (PAG608) has weak pro-apoptotic activity when over-expressed in human tumor cells and human *wig-1* can suppress cell growth by 25–30% in a colony formation assay [2], [3].

wig-1 has also been shown to interact with heterogeneous nuclear ribonucleoprotein (hnRNP) A2/B1, RNA Helicase A (RHA), and dsRNA [4], [7], [8]. A relationship between wig-1 and p53 was also concluded in studies in which *wig-1* was suppressed by siRNA in vitro. It was shown that wig-1 binds to p53 mRNA in vitro and stabilizes it by protecting it from deadenylation. It was suggested that this effect is mediated by the U-rich region in the 3′ UTR of p53 mRNA [9]. Because p53 is involved in regulating cell death, it has the potential to play a significant role in the progression of neurodegenerative diseases including Huntington Disease (HD) where it has been found to affect phenotype in mouse models of HD [10]. Furthermore, a genetic interaction between the murine homologue of *huntingtin (htt)* and *p53* has also been reported to cause significant reductions in the severity of the HD phenotype in mice [11]. Moreover, recent in vitro and animal studies have shown that activation of p53 can promote huntingtin transcription and up-regulation of wild-type HTT protein, suggesting that *p53* and *htt* might interact functionally, and that changes in *p53* status may alter the HTT levels and, presumably, the HD phenotype [12].

The role of p53 in HD pathogenesis will likely involve different pathways, and it seems that targets of p53 activity might be responsible for different aspects of p53-related effects within neurodegenerative pathways. In this study we decided to focus on *wig-1* as a potential downstream target of p53 in neurodegenerative diseases by identifying genes that are potentially under regulation by *wig-1*. Microarray analysis was performed on the striatum of the HD mouse model, BACHD, treated locally with or without *wig-1* antisense oligonucleotides (ASOs), and on the liver following systemic treatment with wig-1 ASOs [13], [14], [15]. Our studies identify a number of neuronal and non-neuronal genes that are affected by *wig-1* expression in mouse brain and liver. Furthermore, genes found to be impacted by wig-1 suppression have been implicated in a wide range of critical pathways involved in neuronal function such as brain development and axon guidance, cancer, and mitochondrial function.

## Results

### Identification and characterization of a wig-1 antisense inhibitor *in vitro* and *in vivo*

To study the effects of wig-1 on htt and p53, we designed antisense oligonucleotides to specifically target mouse wig-1 mRNA. These chimeric ASOs contain ribonuclease H-sensitive stretches of 2′-deoxy residues flanked on both sides with a stretch of 2′-*O*-(2-methoxyethyl-ethyl) modifications, which increases RNA binding affinity and confers nuclease resistance. The central 2′-deoxy domain produces a substrate for endogenous RNase H enzymes once hybridized to the complementary target RNA, resulting in cleavage of the target RNA, thereby causing lowering of target protein levels [16] (Figure 1A). A series of ASOs were designed to bind within the coding region of the wig-1 mRNA sequence. Rapid-throughput screens were performed in the immortalized mouse brain endothelial cell line, bEND. Cells were transfected with ASOs, and harvested after 24 hours. The reduction of wig-1 expression was analyzed with real-time quantitative RT-PCR. Based on relative reduction in wig-1 mRNA levels, 4 ASOs were selected and further characterized in a dose-response screen. Wig-1 mRNA levels were significantly decreased in a dose-dependent manner with 90–95% reduction in wig-1 mRNA levels observed at a concentration of 45 nM (Figure 1B). These ASOs were further characterized in animals.

**Figure 1:**
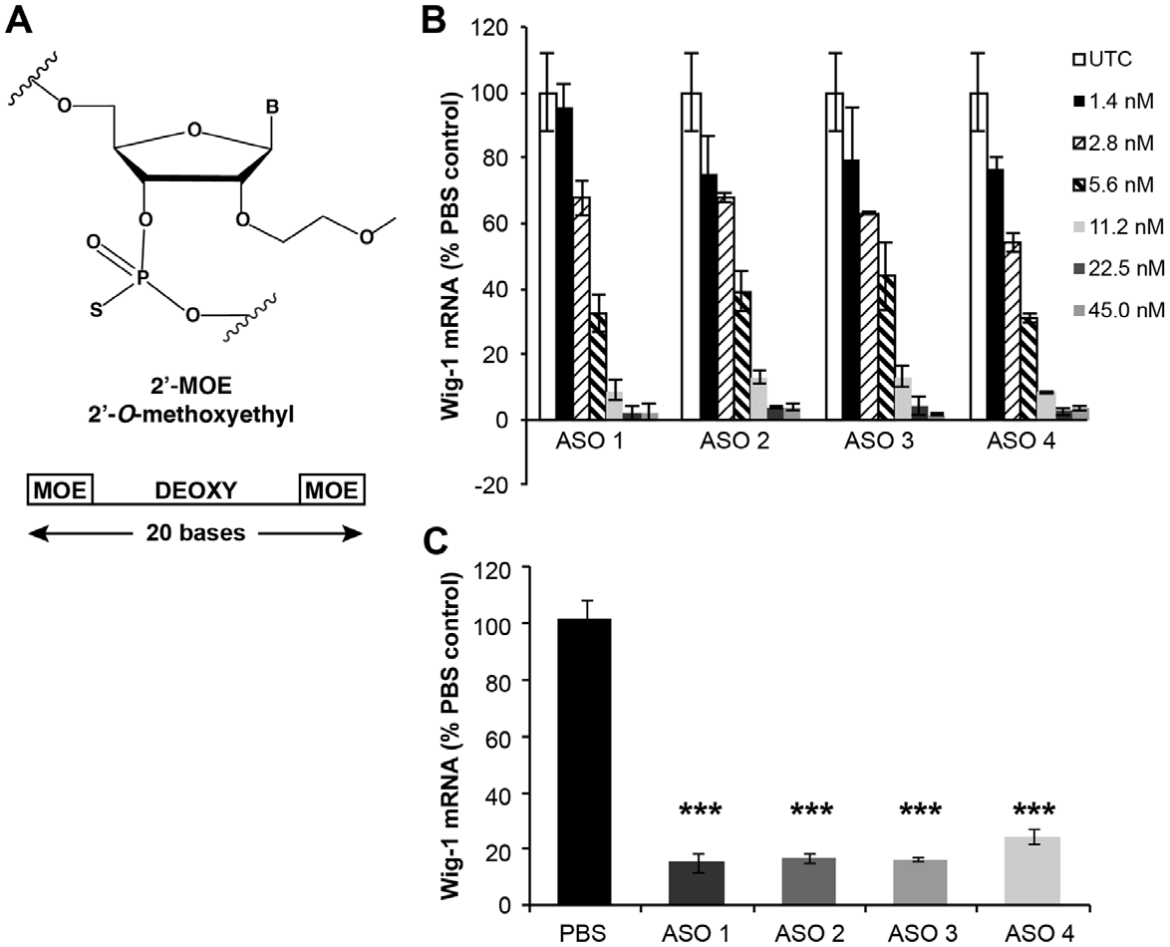
Mouse Wig-1 ASOs specifically reduce wig-1 mRNA levels in vitro and in vivo. A) oligonucleotides were 20 nucleotides in length and chemically modified with phosphorothioate in the backbone and 2′-*O*-methoxyethyl (MOE) on the wings with a central deoxy gap (“5-10-5” design). B) b.END cells were transfected with indicated concentration of wig-1 ASOs. RNA was extracted 24 hours after transfection and analyzed by RT-PCR to determine wig-1 mRNA levels. C) Male *BALB/c* mice were injected intraperitoneally with 4 different wig-1 ASOs at 100 mg/kg body weight per week or with saline for 4 weeks. Total RNA was prepared from liver, and used for real-time quantitative RT-PCR analysis to evaluate wig-1 mRNA levels. Data are expressed as means ± SEM (*n* = 4, ***p≤*0.01*).

*In vivo* activity of wig-1 ASOs was characterized following intraperitoneal (IP) administration at 50 mg/kg or saline, twice a week for 4 weeks in BALB/c mice. Animals were euthanized 48 hours following the last dose. Serum transaminases, organ weights and organ histopathology were performed as a measure of overall tolerability. Liver samples were analyzed for changes in wig-1 mRNA levels and compared to saline treatment. All four ASOs reduced wig-1 mRNA levels by approximately 80% and ASO treatment was well tolerated (Figure 1C). One wig-1 ASO (ASO3) was selected for further studies.

### Characterization of wig-1 ASO activity in mouse brain

Whole brain extracts of mice show relatively high expression levels of wig-1. To characterize the effects and the duration of action of the wig-1 ASO in mouse brain, we administered wig-1 ASO to FVB mice (the background strain for BACHD) (8-weeks-old) by a single bolus injection into the right striatum at 25, 50, and 75 µg and determined the effects on wig-1 mRNA and protein levels in brain tissue after one, two, three and four weeks post injection (Figure 2). Immunohistochemistry using an antibody that reacts with ASO confirmed ASO distribution to different regions of the brain as well as ASO uptake by different cell types (Figure 2A). Wig-1 ASO was taken up by both neuronal and glial cells, which is consistent with previous studies on ASO intrathecal administration in rats [17]. Immunostaining was present in sections of the brain, adjacent to the injection site as well as other regions, but staining decreased in intensity in a gradient as the distance increased from the injection site (Figure 2A). Hematoxylin and eosin staining of brain sections did not show any noticeable morphological abnormalities following ASO injection nor did any animals display abnormal behavior (data not shown). The magnitude of reduction of wig-1 mRNA levels was dependent on the dose of injected ASO with approximately 40% wig-1 mRNA reduction observed at 25 µg ASO and maximal (∼80%) reduction observed at 50 µg ASO. Furthermore, the duration of action of the wig-1 ASO lasted between 3 and 4 weeks following a single 75 µg dose (Figure 2B).

**Figure 2:**
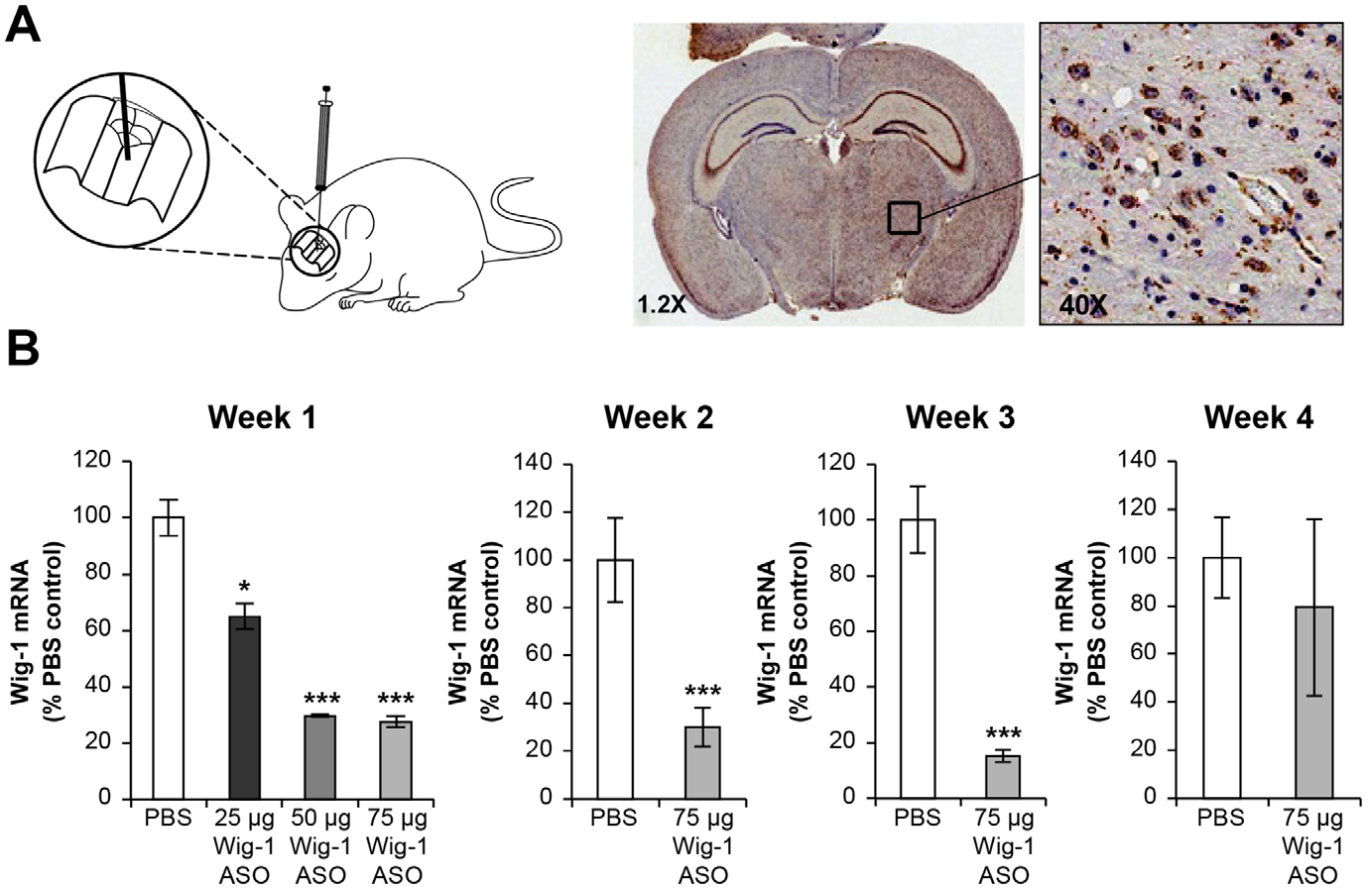
Dose-dependent reduction of wig-1 mRNA levels in mice brain following striatal bolus administration. A) Distribution of Wig-1 ASO was confirmed by staining with an antibody that recognizes oligonucleotides. At higher magnification ASO is visible in variuos cells including neurons, astrocytes. B) Male *FVB* mice received 75 µg single bolus injection of wig-1 ASO, or PBS in striatum. Animals were sacrificed after one, two, three, or four weeks. Striatum were harvested and total RNA was prepared from these sections, and used for real-time quantitative RT-PCR analysis to evaluate levels of wig-1 mRNA. Histological examination with hemotoxylin and eosin (H & E) staining did not show any remarkable abnormality in the brain of treated animals compare with control (data not shown). Data are expressed as means ± SEM (*n* = 4; **p≤0.05; ***p≤0.01).

### Reduction in wig-1 levels promotes reduction in mutant HTT levels but fails to decrease p53 levels in vivo

To determine the effects of wig-1 knockdown on htt expression, wig-1 ASO was administered as a single striatal injection (75 µg) in 5 month old BACHD mice, a model of Huntington's disease, and compared with PBS or a control oligonucleotide. BACHD mice express full length human mutant htt with 97 glutamine repeats under the control of endogenous htt regulatory elements. These mice exhibit progressive motor deficits, neuronal synaptic dysfunction, and late-onset selective neuropathology, which include significant cortical and striatal atrophy and neuronal degeneration. Animals were euthanized one or three weeks following the ASO administration, and wig-1 mRNA and protein levels were determined. Immunohistochemistry was used to confirm ASO distribution and to assess morphological changes in brain sections. Wig-1 mRNA levels were significantly reduced (∼70%) at both one and three weeks following ASO treatment whereas treatment with control oligonucleotide had no effect on wig-1 mRNA levels (Figure 3A). Furthermore, reduction in wig-1 protein levels was also observed in wig-1 ASO-treated samples with reductions comparable to the observed reductions in mRNA levels (Figure 3B). Interestingly, treatment with wig-1 ASO resulted in small (∼40%) but significant lowering of mutant htt protein levels (Figure 3B). However, levels of wild-type HTT protein were not significantly changed following wig-1 ASO treatment (Figure 3B).

**Figure 3:**
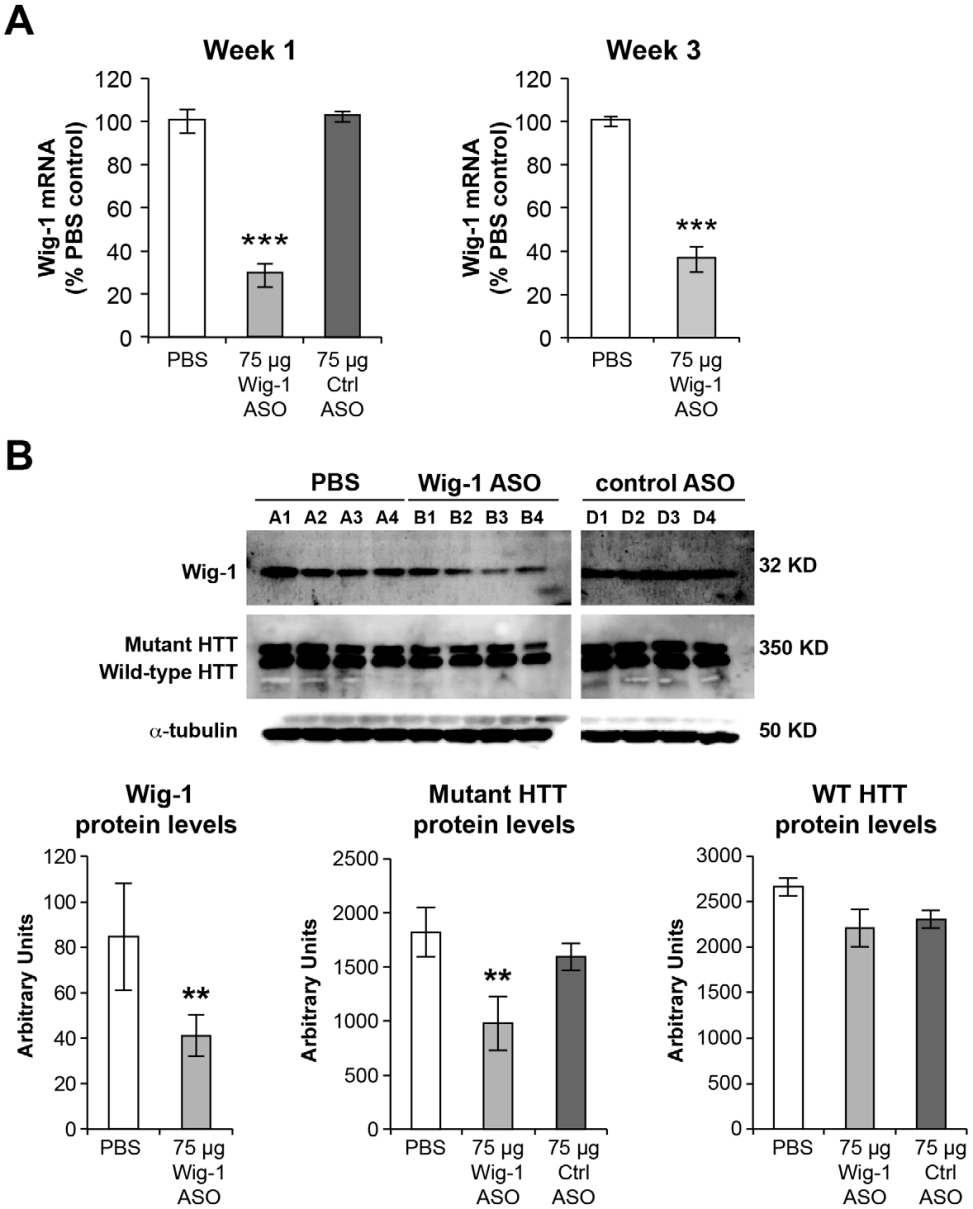
Effects of wig-1 ASO intrastriatal treatment on wig-1 and HTT levels in BACHD striatum. *5-month-old* male *BACHD* mice received 75 µg single bolus injection of wig-1 ASO, PBS, or control ASO in striatum. Animals were sacrificed after one, or three weeks. A) Striatum was harvested and total RNA was prepared from these sections, and used for real-time quantitative RT-PCR analysis to evaluate the expression of wig-1 mRNA. B) Tissue homogenates were prepared from striatum and used for analysis of Wig-1 and HTT protein levels. Data are expressed as means ± SEM (*n* = 4; **p≤0.05; ***p≤0.01). Letters A1–A4, B1–B4, D1–D4 refer to individual animals.

The effects of wig-1 ASO treatment on p53 mRNA and protein levels was examined next in BACHD and FVB brain, and in BALB/c liver. Surprisingly, no reduction in p53 levels was observed in wig-1 ASO treated animals despite marked reduction in wig-1 levels. In fact, there was a slight trend for increased levels of p53 mRNA in BACHD and FVB striatum and p53 protein levels in FVB striatum in animals treated with wig-1 ASO (Figure 4A & B). Furthermore, whole cell lysate of BALB/c liver samples did not show any increase or decrease in p53 levels following wig-1 ASO treatment (Figure 4C). These findings suggest that wig-1 does not influence p53 mRNA or protein levels directly in mouse striatum and liver.

**Figure 4:**
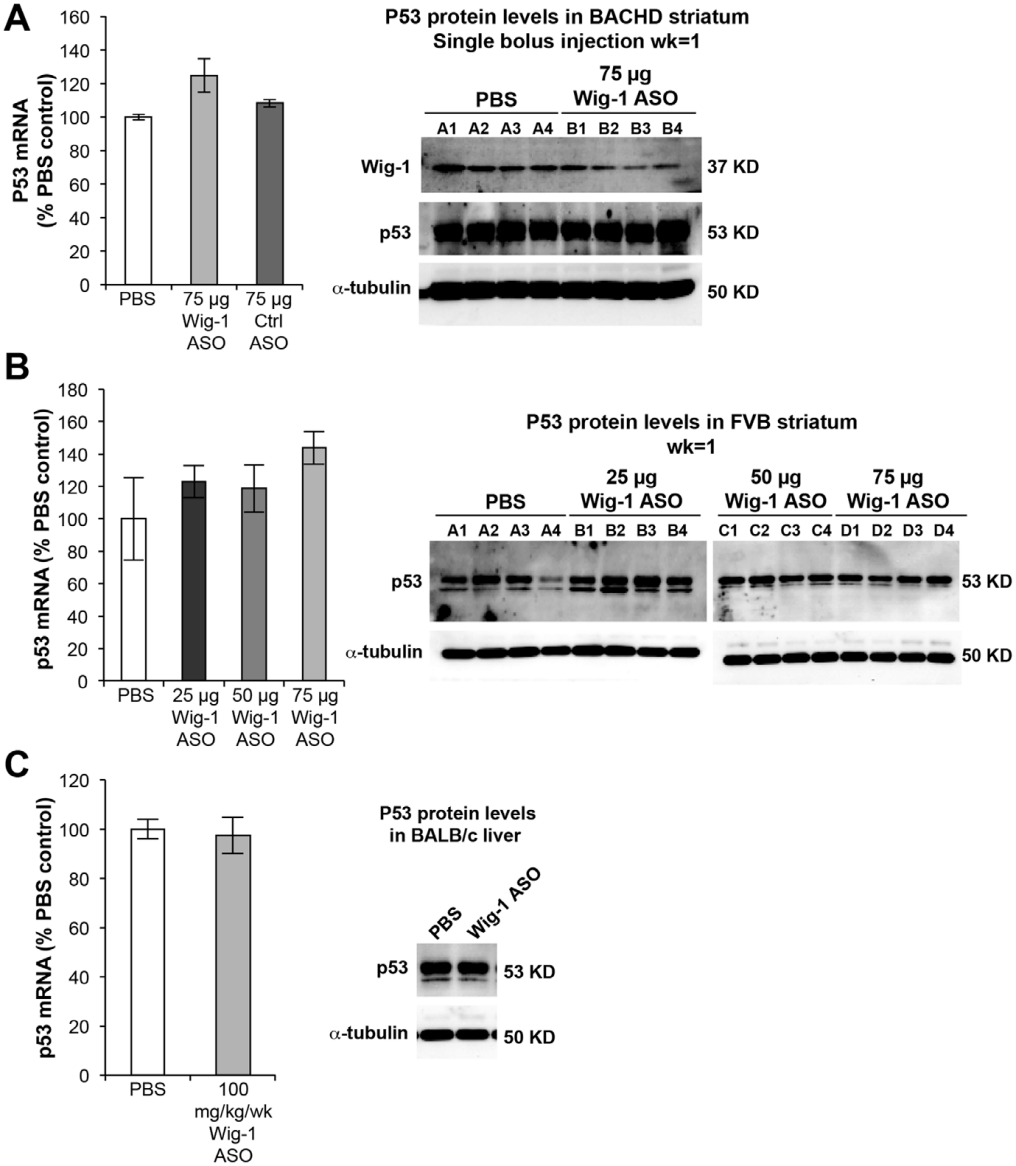
wig-1 knockdown does not affect p53 mRNA or protein levels following wig-1 ASO treatment in mice. *A) mRNA and protein were extracted from BACHD* striatum of mice treated with 75 µg of wig-1 ASO, PBS, or control ASO. B) p53 mRNA and protein levels in mouse FVB striatum following ASO injection with increasing doses of wig-1 ASO, and C) Effects of wig-1 ASO treatment on p53 mRNA and protein levels in mouse liver. Data are expressed as means ± SEM (*n* = 4).

### Expression profile analysis of brain samples treated with wig-1 ASO

Gene array expression analysis was performed on BACHD mice treated with wig-1 ASO versus vehicle treated animals in order to gain insight into putative pathways affected by wig-1 suppression. 

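The arrays measured RNA from the striatum of 12 BACHD mice, which carry a mutant human huntingtin gene, at 5 months of age. Of these mice, 4 received PBS, 4 received the wig-1 ASO and 4 received a control ASO of the same chemistry that is complementary to no known gene. Figure 3 gives a single striatal bolus of 75 µg for BACHD mice, and the paper's text does not name the week at which RNA for the arrays was taken. Each array gave a signal and a detection p-value for 45281 probes. The authors deposited linear signals that were already quantile normalized, since all 12 arrays hold the same set of values, with a lowest signal of 2, a median of 2.903 and a highest signal of 14145. Their deposited log2 values equal log2 of these signals to within 5.6e-09. The authors name lumi and siggenes for the array analysis, and the paper's text does not name the steps within lumi. Here the log2 signals were compared with no further normalization. A probe was kept when its detection p-value was under 0.01 on at least 4 arrays, which left 17188 probes. Between 16064 and 16518 probes were detected on the PBS arrays, between 15228 and 17198 on the wig-1 ASO arrays, where replicate 1 had the fewest, and between 15912 and 16614 on the control ASO arrays. Groups were compared with limma over all 12 arrays, which leaves 9 residual degrees of freedom, and p-values were adjusted over all kept probes by the Benjamini-Hochberg method. A gene is said to have risen or fallen only at an adjusted p under 0.05, and each of 10031 genes is represented by its kept probe of highest mean signal. Where no array of 1 group detected a gene, its fold is a lower bound, with each undetected signal raised to the lowest detected signal of its array. Exact permutation tests of 4 arrays against 4 were two-sided, and the smallest p they allow is 0.029. The comparisons, the filters, 43 gene lists and the rule for naming genes were set before the data were examined. The paper's own tables and figures had been read by then, and several lists hold genes of Tables 1 and 2. To that extent shifts of these lists are not independent of the paper's results on the same samples. The number of arrays, 4 per group, limits the precision.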

Gene expression profiles of BACHD striatum were obtained in mice through whole genome microarray analysis. Genes with significant changes in expression following wig-1 ASO treatment were identified to determine potential gene pathways under control of wig-1 using, Ingenuity ™ Pathway Analysis software (Ingenuity Systems, CA, USA).

To improve the probability of successfully identifying novel pathways regulated by wig-1, a large number of genes displaying altered expression following wig-1 ASO treatment was obtained to support gene network analysis. We filtered on statistically significant genes (FDR cutoff 0.1) having −log_10_(p-values)> = 3.0 and absolute fold-changes > = 1.5. This filtering approach created a probe list of 260 genes that exhibited altered expression upon wig-1 ASO treatment. 

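Zmat3, the mouse gene that encodes wig-1, was lower in every wig-1 ASO-treated mouse than in any PBS-treated or control ASO-treated mouse. Its log2 signal (probe ILMN_2418426) was 8.49 ± 0.11 (SD, n = 4) with PBS, 6.56 ± 0.42 (SD, n = 4) with wig-1 ASO and 8.45 ± 0.10 (SD, n = 4) with control ASO. The mean level with wig-1 ASO was 26.2% of PBS, a log2 change of −1.94 (SE 0.18, adjusted p = 0.000843 from limma). Against control ASO the change was −1.89 (SE 0.18, adjusted p = 0.00278). The exact permutation p was 0.029 for wig-1 ASO against PBS. Control ASO left Zmat3 at 96.7% of PBS, a log2 change of −0.05 (SE 0.18, adjusted p = 0.969, exact permutation p = 0.514).

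**Figure D1:**
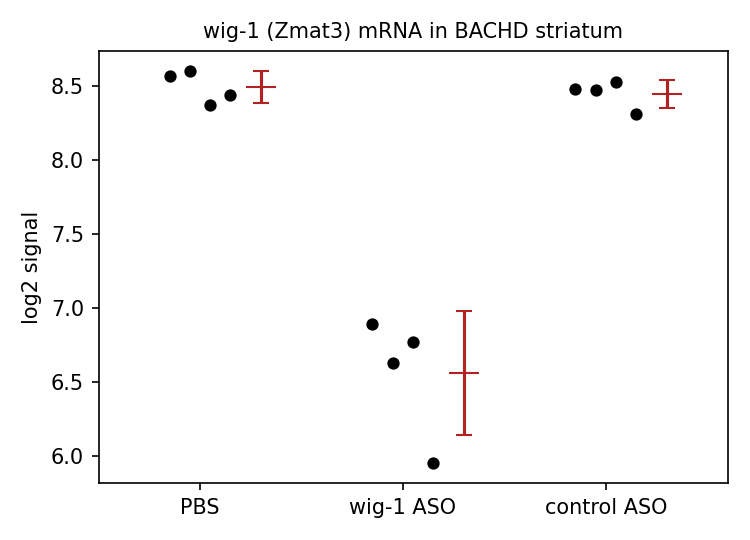
Log2 signal of Zmat3 on each array (vertical axis, log2 units) by treatment group (horizontal axis), with black points for the 4 mice of each group and red marks for the mean and SD. The 4 wig-1 ASO-treated mice lie between 5.95 and 6.89, and the 8 other mice lie between 8.31 and 8.60.

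At the study's selection limits, an adjusted p under 0.1, a p of at most 0.001 and a fold change of at least 1.5, limma selected 417 of the 17188 probes in wig-1 ASO against PBS, Zmat3 among them. At an adjusted p under 0.05, 577 probes changed. With 1 probe per gene, 382 genes changed. Left out singly, 4 arrays moved the 417 by more than 1.5 times. Without wig-1 ASO replicate 1 it was 668, without wig-1 ASO replicate 2 it was 245, without wig-1 ASO replicate 4 it was 252, and without PBS replicate 2 it was 256. The 577 became 1234 without wig-1 ASO replicate 1, and 156, 228 and 181 without wig-1 ASO replicates 2, 3 and 4. Without PBS replicates 1, 2 and 3 it was 295, 186 and 236. The SAM test rebuilt from the method behind siggenes selected 183 probes.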

A hierarchical cluster analysis [18] of the log2 intensity profiles of the 260 genes is shown as a heatmap in Figure 5. This heatmap shows that both up-regulation and down-regulation of genes occurs in BACHD mouse striatum when treated with wig-1 ASO, with a larger portion of genes showing up-regulation. 

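More transcripts were higher than lower in the striatum of wig-1 ASO-treated mice (n = 4) against PBS-treated mice (n = 4). Of the probes past the study's limits, 310 were higher and 107 lower, so that 74.3% were higher. At an adjusted p under 0.05 from limma, 394 probes rose and 183 fell, which is 68.3% higher, whereas at an unadjusted p under 0.05 1546 were higher and 1544 lower. Counted as genes, 284 rose and 98 fell. All 4 wig-1 ASO arrays lay beyond all 4 PBS arrays for 274 of the risen and 98 of the fallen genes. These genes were called on the same arrays, so the separation follows largely from their selection and is no further evidence.
Against control ASO-treated mice (n = 4), 109 probes rose and 53 fell with wig-1 ASO, 162 in total. This count depended on single arrays. It was 545 without wig-1 ASO replicate 1 and 5, 15 and 23 without wig-1 ASO replicates 2, 3 and 4. It was 10, 5, 42 and 9 without control ASO replicates 1 to 4 in turn, and 21, 38, 28 and 89 without PBS replicates 1 to 4 in turn. In control ASO against PBS, 0 probes passed an adjusted p under 0.05 from limma and 0 passed the rebuilt SAM test, while 1175 had an unadjusted p under 0.05. From changes in both directions after wig-1 suppression, the paper proposes that wig-1 can both repress and activate gene expression.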

In fact, using the selection criteria described, 204 genes were found to be up regulated and 56 genes down regulated following wig-1 ASO treatment. 

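Genes of potassium channels, glutamate receptors and axon guidance were among those that fell in the striatum of wig-1 ASO-treated mice (n = 4) against PBS-treated mice (n = 4), with 3 of 20, 1 of 15 and 2 of 26 past the test. Cntnap2, a neurexin-related adhesion protein of axons, fell by 1.32 on the log2 scale (SE 0.20, adjusted p = 0.00896 from limma). Spock3, a proteoglycan of the brain's extracellular matrix, fell by 1.48 (SE 0.26, adjusted p = 0.0151). Adgrl3, the adhesion receptor named LPHN3 in Table 1, fell by 1.09 (SE 0.17, adjusted p = 0.00896), and 4 of its 5 kept probes passed the test. Itgbl1, an integrin-like matrix protein, fell by 1.09 (SE 0.13, adjusted p = 0.00286) at the brighter of its 2 kept probes, while the other did not pass. Kcnma1, a calcium-activated potassium channel, fell by 0.77 (SE 0.15, adjusted p = 0.0234), and B3galt1, a galactosyltransferase, fell by 0.61 (SE 0.13, adjusted p = 0.0280). Of the 12 fits that leave out 1 array, Kcnma1 did not pass in 6, those without PBS replicate 2, 3 or 4 or wig-1 ASO replicate 2, 3 or 4, and B3galt1 in 7, these and the fit without PBS replicate 1.
The largest fall was that of 4930555G01Rik, a transcript of unknown function, by 2.32 (SE 0.25, adjusted p = 0.00286). Among the 12 largest falls, which include Zmat3, the predicted gene Gm5797 fell by 1.60, the glycosyltransferase Galntl6 by 1.69, the tubulin-modifying peptidase Agbl4 by 1.63 and the secreted protein Egfem1 by 1.44. Galntl6 and Agbl4 were each detected on 1 of 4 wig-1 ASO arrays and Egfem1 on 2, so that the size of these falls rests on signals near background. No wig-1 ASO array detected the lectin Cd209f, the aminoacyl-tRNA synthetase Cars, the protocadherin Pcdha12 or the predicted gene Gm3696. They were at least 1.50-fold, 1.60-fold, 1.31-fold and 1.26-fold lower. Egfem1 no longer passed the test in 10 of the 12 fits that leave out 1 array, Agbl4 and Cars in 9, Gm3696 in 6, Galntl6 in 2 and Spock3 in 1. Against control ASO, 5 of these 12 did not pass, namely Galntl6, Agbl4, Cars, Spock3 and Egfem1 (adjusted p = 0.0545 to 0.342).
Of the 17 genes in Table 1, 12 were measured, and 7 of these fell and 5 did not pass (9 fell when adjusted over the list alone). The study chose these genes on these samples, so they are not independent evidence. The 7 became 3 without PBS replicate 3, wig-1 ASO replicate 2 or wig-1 ASO replicate 4, and 4 without PBS replicate 1, 2 or 4 or wig-1 ASO replicate 3. Against control ASO, 3 of the 7 did not pass, Prkce, Robo2 and B3galt1 (adjusted p = 0.146, 0.218 and 0.359). Those that did not pass were Auts2, Plekha5, the Argonaute gene Ago3, the amyloid precursor-like gene Aplp2 with a log2 change of −0.07 (SE 0.10, adjusted p = 0.784), and the potassium channel Kcna2 with −0.39 (SE 0.16, adjusted p = 0.214). A dimmer probe of Aplp2 fell by 1.12 (SE 0.21, adjusted p = 0.0202). Ago3 changed by −0.24 (SE 0.58, adjusted p = 0.878) at the brightest of its 3 kept probes, and no wig-1 ASO array detected the other 2. Cdk7 lay below the detection filter, and Hbb and Immp2l had no annotated probe.
Of the 113 molecules in the networks of Figure S2, which join genes the study called on these samples, no independent evidence, to others added by the Ingenuity software, 64 were measured, of which 15 fell, 1 rose and 48 did not pass (20 fell and 1 rose when adjusted over the list alone). The 15 became 9 without PBS replicate 3, 7 without wig-1 ASO replicate 2 and 8 without wig-1 ASO replicate 4. Among the 15 were the kinase gene Lmtk3 at −1.29, the signalling regulator Rgs6 at −1.22, the membrane protein Nkain2 at −0.94, the sphingosine kinase Sphk1 at −0.84 and the receptor subunit Neto2 at −0.47, all as log2 changes. The 1 that rose was the lysosomal protease Ctsb (0.95, SE 0.20, adjusted p = 0.0292). Neto2 and Ctsb each did not pass in 7 of the 12 fits that leave out 1 array, those without any 1 PBS array or wig-1 ASO replicate 2, 3 or 4, and Nkain2 in 2, without wig-1 ASO replicate 2 or 4. These 6 genes were named after their values were seen.
Several lists of neuronal genes shifted down in camera with a preset correlation, while markers of cortical neurons, of striatal interneurons and of thalamus, hypothalamus and septum and immediate early genes did not pass (adjusted p = 0.821, 0.174, 0.461 and 0.224). Of 20 potassium channel genes, 3 fell (3 when adjusted over the list alone), namely Kcnma1, Kcnd2 at −0.76 and Kcnab1 at −0.69, with a median log2 change of −0.40 (adjusted p = 0.000292, adjusted p = 0.0807 with an estimated correlation). Of 26 axon guidance genes, 2 fell (3 when adjusted over the list alone), the axon receptor Robo2 and the ephrin receptor Ephb1 at −0.67, with a median of −0.27 (adjusted p = 0.000794, adjusted p = 0.120 with an estimated correlation). Of 15 glutamate receptor genes, Grm7 fell by 0.56 (3 genes when adjusted over the list alone), with a median of −0.38 (adjusted p = 0.000108, adjusted p = 0.0807 with an estimated correlation). Kcnab1 and Grm7 passed in 1 of the 12 fits that leave out 1 array, that without wig-1 ASO replicate 1, while Kcnd2 did not pass without any 1 PBS array or wig-1 ASO replicate 2 or 4, and Ephb1 without PBS replicate 1, 2 or 4 or wig-1 ASO replicate 2, 3 or 4. Without PBS replicates 1 to 4 and then wig-1 ASO replicates 1 to 4 in turn, the number that fell was 1, 0, 0, 0, 3, 0, 1 and 0 for potassium channels and 0, 1, 1, 1, 4, 0, 1 and 0 for axon guidance, and for glutamate receptors it was 4 without wig-1 ASO replicate 1. Against control ASO, 1 potassium channel, 1 axon guidance and 0 glutamate receptor genes passed, and 0 of each without wig-1 ASO replicate 2. Of 21 medium spiny neuron markers such as Drd2 and Rasd2, 0 passed over all genes (13 when adjusted over the list alone), with 20 lower, a median of −0.58 (adjusted p = 1.09e-07, adjusted p = 0.239 with an estimated correlation) and an exact permutation p of 0.114 for the mean. Without wig-1 ASO replicate 1, 14 of them fell. Their median in control ASO against PBS was −0.36 (adjusted p = 0.000112, adjusted p = 0.656 with an estimated correlation). By mouse, their mean change from PBS was 0.06, −0.93, −0.69 and −0.55 in wig-1 ASO replicates 1 to 4 and −0.53, −0.15, −0.43 and −0.07 in control ASO replicates 1 to 4. Markers of the neighbouring thalamus, hypothalamus and septum had means of −0.23, 1.42, 1.82 and −0.20 and of 1.54, 0.21, 1.24 and −0.11 in the same mice, so they were high in 4 mice with low medium spiny markers and not in wig-1 ASO replicate 4. Pan-neuronal and synaptic genes, 17 measured, had a median of −0.10 (adjusted p = 0.0342, adjusted p = 0.239 with an estimated correlation), with 0 past the test over all genes (1 without PBS replicate 3) and 3 when adjusted over the list alone. Markers of microglia and reactive astrocytes moved the other way in the same samples. Of 10 cell cycle genes, including Tyms and Mcm6, 9 were higher and 0 passed, also when adjusted over the list alone, with a median of 0.66 (adjusted p = 0.0138, adjusted p = 0.239 with an estimated correlation).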

Many genes which were significantly down-regulated are predicted to play a role in nervous system development and function, psychological disorders and cell-cycle control (table 1, and Figure S2). Furthermore, analysis of the up-regulated genes identified genes that are predicted to play a role in neurological disease and cell-to-cell signaling (table 2, and Figure S3).

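Genes of phagocytes and of the immune response were among the largest rises in the striatum of wig-1 ASO-treated mice (n = 4) against PBS-treated mice (n = 4). Wfdc17, a secreted protein of activated phagocytes, rose by 5.01 on the log2 scale (SE 0.35, adjusted p = 0.000176 from limma). Gpnmb, a transmembrane glycoprotein of phagocytes, went from 4.41 ± 0.90 (SD, n = 4) with PBS to 8.99 ± 2.09 (SD, n = 4) with wig-1 ASO, a log2 change of 4.57 (SE 0.89, adjusted p = 0.0217). With control ASO it stood at 6.36 ± 0.88 (SD, n = 4), and wig-1 ASO against control ASO did not pass (adjusted p = 0.205). Gpnmb no longer passed against PBS in 4 of the 12 fits that leave out 1 array, those without PBS replicate 3 or wig-1 ASO replicate 2, 3 or 4. Its log2 change ran from 3.91 without wig-1 ASO replicate 2 to 5.46 without wig-1 ASO replicate 1. The heme oxygenase Hmox1 rose by 4.02 (SE 0.70, adjusted p = 0.0145), the protease inhibitor Timp1 by 3.92 (SE 0.54, adjusted p = 0.00674) and the galectin Lgals3 by 3.77 (SE 0.62, adjusted p = 0.0113). The lysozymes Lyz2 and Lyz1 rose by 3.65 and 3.23, the membrane protein Ms4a7 by 3.64 and the iron-binding protein Lcn2 by 3.24. No PBS array detected the Fc receptor Fcgr4, the immune cell receptor Ly9 or the apolipoprotein Apoc4, which were at least 9.61-fold, 3.96-fold and 3.22-fold higher. Lcn2 lost its call in 5 of these fits and Hmox1 in 1. Wfdc17 and Lcn2 were each detected on 1 of 4 PBS arrays and Hmox1, Timp1 and Ms4a7 on 2, so that the size of these rises rests on signals near background. Against control ASO, 8 of the 12 largest rises did not pass, namely Gpnmb, Hmox1, Lgals3, Lyz2, Ms4a7, Ly9, Lyz1 and Apoc4 (adjusted p = 0.0572 to 0.205).
Of the 15 genes in Table 2, 12 were measured, and 9 of these rose and 3 did not pass (12 rose when adjusted over the list alone). The study chose them on these samples, so they are not independent evidence. The 9 became 5 without PBS replicate 3 or wig-1 ASO replicate 2 and 4 without wig-1 ASO replicate 4. Against control ASO, 7 of the 9 did not pass, Gpnmb, Aspg, Icam1, Ifit3, Nans, Apoe and Abcc3 (adjusted p = 0.0569 to 0.205). Besides Gpnmb, the lipoxygenase-activating protein Alox5ap rose by 1.57 (SE 0.28, adjusted p = 0.0153), the matrix protein Ecm1 by 1.53 (SE 0.24, adjusted p = 0.0102), the asparaginase Aspg by 1.54 (SE 0.31, adjusted p = 0.0245) and the adhesion molecule Icam1 by 1.07 (SE 0.22, adjusted p = 0.0280). The interferon-induced gene Ifit3 rose by 0.92 (SE 0.16, adjusted p = 0.0145), the sialic acid synthase Nans by 0.75 (SE 0.09, adjusted p = 0.00286) and the apolipoprotein Apoe by 0.71 (SE 0.15, adjusted p = 0.0299). The transporter Abcc3 was at least 3.15-fold higher (adjusted p = 0.00896). Of the 12 fits that leave out 1 array, Icam1 did not pass in 7, those without any 1 PBS array or wig-1 ASO replicate 2, 3 or 4, Apoe in 6, without PBS replicate 1, 2 or 3 or wig-1 ASO replicate 2, 3 or 4, Aspg in 5, without PBS replicate 2, 3 or 4 or wig-1 ASO replicate 2 or 4, and Alox5ap in 1, without wig-1 ASO replicate 4. The caspase gene Casp8 did not pass at the table's probe (1.50, SE 0.44, adjusted p = 0.0938), whereas another Casp8 probe rose by 1.43 (SE 0.21, adjusted p = 0.00877). The carnitine palmitoyltransferase Cpt2 and the transport protein Tmed3 did not pass at their brightest probes (log2 changes of 0.46 and 0.34, adjusted p = 0.178 and 0.266), and 1 dimmer probe of each rose. Pycard lay below the detection filter, and Bcl2a1 and Soat1 had no annotated probe. Of the 358 molecules in the networks of Figure S3, which also join genes called on these samples, no independent evidence, to others added by the software, 153 were measured, of which 94 rose, 0 fell and 59 did not pass (110 rose and 1 fell when adjusted over the list alone). Over the networks of both figures, the number that rose was 63 without PBS replicate 2, 59 without wig-1 ASO replicate 2 and 58 without wig-1 ASO replicate 4.
Lists of immune genes shifted up in camera with a preset correlation. Of 19 microglia markers, 15 of them also in other lists, 12 rose (17 when adjusted over the list alone), with a median log2 change of 1.12 (adjusted p = 2.33e-16, adjusted p = 0.0655 with an estimated correlation). Of 21 lysosome genes, among them Hexa at 1.40 and the progranulin gene Grn at 1.82, 15 rose (18 when adjusted over the list alone), with a median of 1.16 (adjusted p = 2.84e-17, adjusted p = 0.0807 with an estimated correlation). Of 16 genes of disease-associated microglia, 10 rose (13 when adjusted over the list alone), including the receptor Trem2 at 1.95 and its partner Tyrobp at 2.00. Their median was 1.51, or 1.01 with undetected genes at their bound (adjusted p = 2.44e-11, adjusted p = 0.0864 with an estimated correlation). Of 6 complement genes, 5 rose (6 when adjusted over the list alone), with C1qa at 2.18, C1qb at 2.09, C1qc at 2.43 and C4b at 1.72 (median 1.90, adjusted p = 6.45e-10, adjusted p = 0.0655 with an estimated correlation). Of 7 genes of Fc receptors and the phagocyte oxidase, 5 rose (7 when adjusted over the list alone), Fcgr3 at 1.85 and Cyba at 2.11 among them (median 2.11, adjusted p = 5.47e-10, adjusted p = 0.0655 with an estimated correlation). Of 14 interferon-stimulated genes, 5 rose (11 when adjusted over the list alone), with Ifitm3 at 1.53 and Irf9 at 1.01 (median 1.00, adjusted p = 5.47e-10, adjusted p = 0.0655 with an estimated correlation). Of 12 genes of MHC class I presentation, 5 rose (7 when adjusted over the list alone), with H2-D1 at 1.33 and Psmb8 at 1.16. Their median was 0.85, or 0.66 with undetected genes at their bound (adjusted p = 7.05e-07, adjusted p = 0.0807 with an estimated correlation). Of 16 reactive astrocyte genes, 9 rose (13 when adjusted over the list alone), with Gfap at 1.77 and Serpina3n at 1.29 (median 1.39, adjusted p = 6.29e-13, adjusted p = 0.0807 with an estimated correlation). Of 11 chemokines and cytokines, 5 rose (7 when adjusted over the list alone), with Tgfb1 at 2.05 and Ccl4 at 2.93. Their median was 1.78, or 1.22 with undetected genes at their bound (adjusted p = 6.28e-08, adjusted p = 0.0655 with an estimated correlation). Gfap did not pass without wig-1 ASO replicate 2, and Serpina3n without PBS replicate 3 or wig-1 ASO replicate 2.
Single arrays moved most of these counts by more than 1.5 times. Without PBS replicates 1 to 4 and then wig-1 ASO replicates 1 to 4 in turn, the number that rose was 9, 7, 7, 9, 15, 7, 8 and 8 for the 12 microglia markers, 5, 4, 5, 8, 17, 4, 5 and 4 for the 15 lysosome genes, and 4, 4, 5, 6, 13, 3, 3 and 3 for the 10 disease-associated genes. In the same order it was 6, 4, 3, 5, 11, 2, 5 and 4 for the 9 reactive astrocyte genes, 4, 3, 4, 5, 7, 4, 3 and 3 for the 5 interferon-stimulated genes, 3, 4, 3, 3, 8, 3, 3 and 2 for the 5 MHC class I genes, and 3, 4, 4, 4, 7, 3, 3 and 3 for the 5 chemokines and cytokines. For complement it was 5 in every fit, and for Fc receptors and the phagocyte oxidase 4 to 6. Against control ASO fewer members passed, with 6 microglia markers, 2 lysosome, 0 disease-associated, 4 complement, 3 Fc receptor and oxidase, 2 interferon-stimulated, 1 MHC class I, 3 reactive astrocyte and 2 chemokine and cytokine genes. Each of these 9 counts was 0 without wig-1 ASO replicate 2 or control ASO replicate 1, 2 or 4, at most 1 without wig-1 ASO replicate 3 or 4, at most 3 without 1 PBS array and at most 4 without control ASO replicate 3, and without wig-1 ASO replicate 1 they were 14, 12, 8, 5, 6, 4, 5, 9 and 5. In camera all 9 lists passed against control ASO with a preset correlation, with adjusted p at most 6.79e-05, and none with an estimated correlation (adjusted p = 0.0827 to 0.15).
Over 84 immune genes of 7 of these lists, the mean log2 change from PBS was 0.64 in wig-1 ASO replicate 1 and 1.72, 1.23 and 1.28 in replicates 2 to 4. In control ASO-treated mice it was 0.34, 0.30, 0.61 and 0.08.

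**Figure D2:**
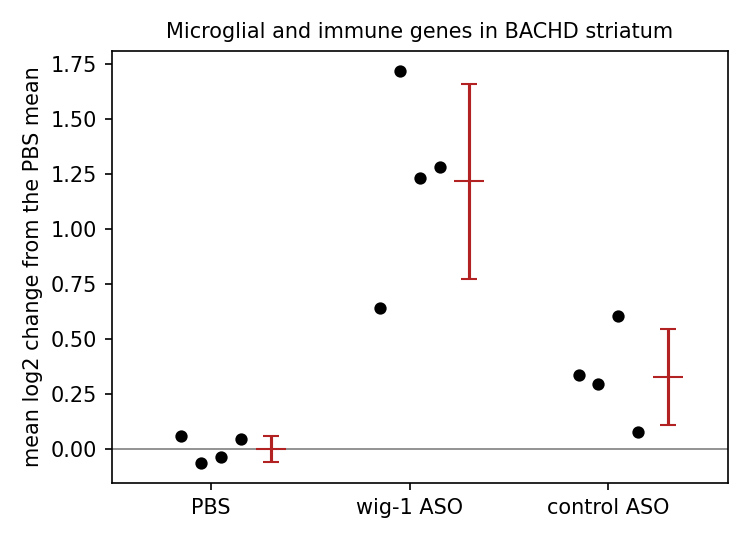
Mean log2 change from the PBS mean over 84 immune genes in each mouse (vertical axis, log2 units) by treatment group (horizontal axis), with black points for the 4 mice of each group and red marks for the mean and SD. The wig-1 ASO-treated mice lie between 0.64 and 1.72, the control ASO-treated mice between 0.08 and 0.61.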

**Figure 5:**
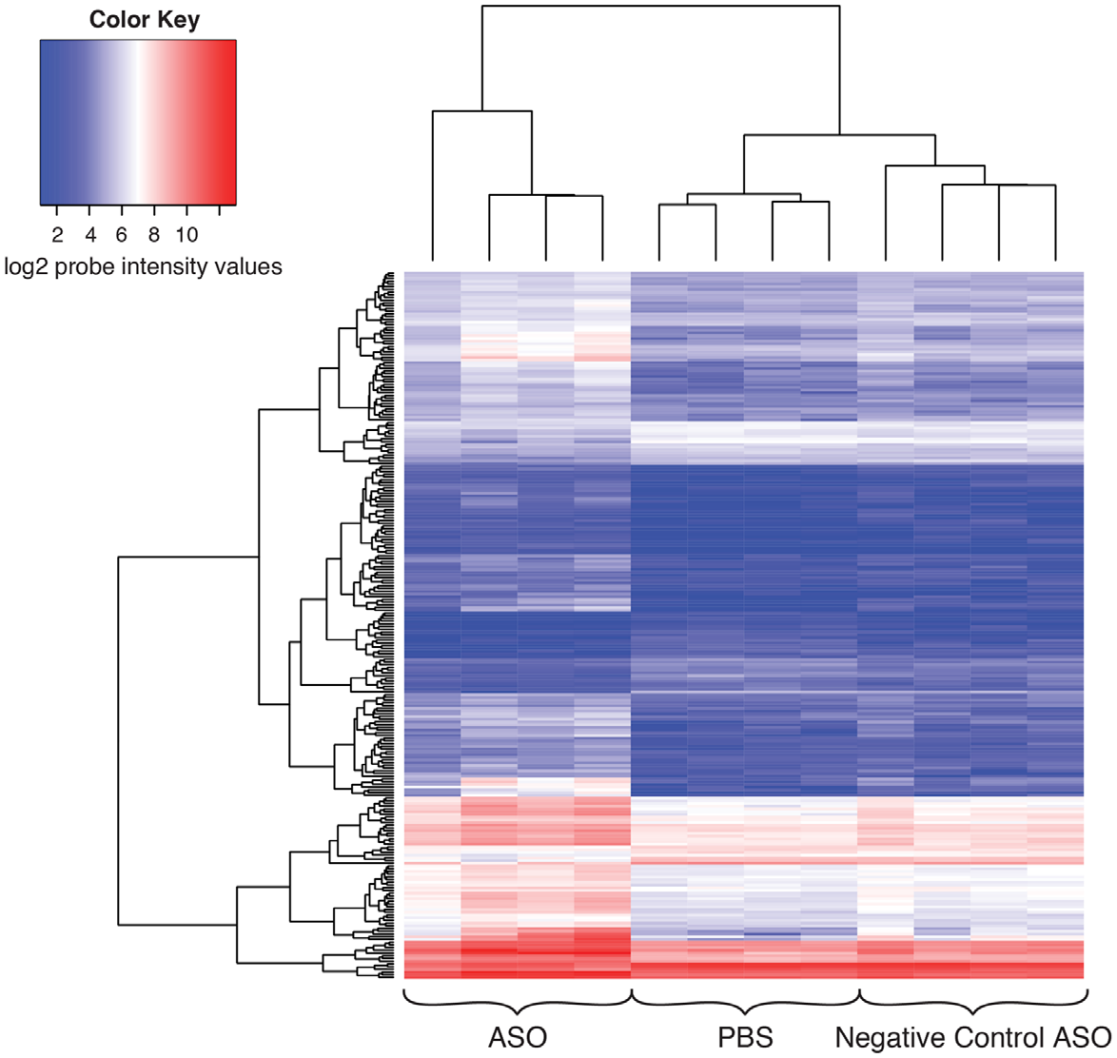
Heatmap of the *log2* normalized intensities of the significantly differentially expressed 260 gene probes on the array. The columns represent the PBS, ASO treated, and negative control samples and the rows represent the 260 differentially expressed gene probes on the array. The heatmap shows that the majority of the differentially expressed genes show mostly upregulation after ASO treatment. This is shown by the transition of probe intensities to higher values relative to the PBS and negative control samples for the 260 gene probes. The dendrogram on the left of the heatmap shows the clustering of genes having similar profiles across samples. The dendrogram on top of the heatmap shows the clustering of the samples. The PBS and negative control samples clustered together whereas the ASO treated samples clustered separately.

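Over the 417 probes selected here, Zmat3 included, hierarchical clustering by correlation parted the 4 wig-1 ASO arrays from the 8 others, so that all 12 arrays were placed by treatment. By Euclidean distance, wig-1 ASO replicates 2, 3 and 4 formed a cluster and replicate 1 joined the PBS and control ASO arrays, which placed 11. These probes were selected because they differ between wig-1 ASO and PBS, and the clusters they give are not independent evidence. With the 1000 probes of highest variance over all arrays, a choice that does not use the groups, Euclidean distance also placed 11 arrays, and correlation placed 7, with PBS replicate 4 on its own. With 500 such probes the numbers were 11 and 10, and with 5000 probes both were 11. In wig-1 ASO replicate 1, the probes called higher in wig-1 ASO against PBS had a mean log2 change from PBS of 0.83, against 1.80, 1.40 and 1.59 in wig-1 ASO replicates 2 to 4. These means were 0.38, 0.29, 0.60 and 0.23 in the control ASO arrays. The probes were called against the same PBS arrays, which by itself favours means above the PBS mean in all other arrays. To that extent these values are not independent evidence.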

**Table 1:** Genes down-regulated in BACHD mouse brain following wig-1 ASO treatment.

Down Regulated Genes	Accession number	Potential functions
zinc finger matrin type 3 (ZMAT3, wig-1)	NM_009517.2	Cell cycle, DNA replication, Recombination, and repair, cell cycle
autism susceptibility candidate 2 (AUTS2)	NM_177047.3	Cell cycle, DNA replication, Recombination, and repair, cell cycle
hemoglobin beta chain complex (HBB)	XM_921422.1	Cell cycle, DNA replication, Recombination, and repair, cell cycle
eukaryotic translation initiation factor 2C, 3 (EIF2C3)	NM_153402.2	Cell cycle, DNA replication, Recombination, and repair, cell cycle
integrin, beta-like 1 (ITGBL1)	NM_145467.2	Cell cycle, DNA replication, Recombination, and repair, cell cycle
potassium large conductance calcium-activated channel, subfamily M, alpha member 1(KCNMA1)	NM_010610.2	Cell cycle, DNA replication, Recombination, and repair, cell cycle
cyclin-dependent kinase 7 (CDK7)	NM_009874.3	Cell cycle, DNA replication, Recombination, and repair, cell cycle
protein kinase C, epsilon (PKCe)	NM_011104.3	Psychological disorders, cell morphology, cellular function and maintenance
amyloid beta (A4) precursor-like protein 2 (APLP2)	NM_001102455.1	Psychological disorders, cell morphology, cellular function and maintenance
latrophilin 3 (LPHN3)	NM_198702.2	Psychological disorders, cell morphology, cellular function and maintenance
polymerase (RNA) III (DNA directed) polypeptide H (POLR3H)	NM_030229.4	Psychological disorders, cell morphology, cellular function and maintenance
IMP2 inner mitochondrial membrane peptidase-like (S. cerevisiae) (IMMP2L)	NM_053122.3	Psychological disorders, cell morphology, cellular function and maintenance
roundabout homolog 2 (Drosophila) (ROBO2)	NM_175549.4	Cellular movement, nervous system development and function, cell-to-cell signaling and interaction
pleckstrin homology domain containing, family A member 5 (PLEKHA5)	NM_144920.3	Cellular movement, nervous system development and function, cell-to-cell signaling and interaction
glutamate receptor, ionotropic, delta 2 (GRID2)	NM_008167.2	Cellular movement, nervous system development and function, cell-to-cell signaling and interaction
UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1 (B3GALT1)	NM_020283.3	Cellular movement, nervous system development and function, cell-to-cell signaling and interaction
potassium voltage-gated channel, shaker-related subfamily, member 2 (KCNA2)	NM_008417.4	Cellular movement, nervous system development and function, cell-to-cell signaling and interaction

Ingenuity™ Pathway Analysis was used to ascribe down-regulated genes with potential functions (additional genes can be found in Figure S2).

**Table 2:** Genes up-regulated in BACHD mouse brain following wig-1 ASO treatment.

Up Regulated Genes	Accession number	Potential functions
B-cell leukemia/lymphoma 2 related protein A1a (BCL2A1)	NM_009742.3	Genetic disorder, neurobiological disease, cell-to-cell signaling and interaction
PYD and CARD domain containing (PYCARD)	NM_023258.4	Genetic disorder, neurobiological disease, cell-to-cell signaling and interaction
sterol O-acyltransferase 1 (SOAT1)	NM_009230.3	Genetic disorder, neurobiological disease, cell-to-cell signaling and interaction
caspase 8 (CASP8)	NM_001080126.1	Cardiovascular disease, organismal injury and abnormalities, inflammatory response
interferon-induced protein with tetratricopeptide repeats 3 (IFIT3)	NM_010501.2	Cardiovascular disease, organismal injury and abnormalities, inflammatory response
apolipoprotein E (APOE)	NM_009696.3	Cardiovascular disease, organismal injury and abnormalities, inflammatory response
arachidonate 5-lipoxygenase activating protein (ALOX5AP)	NM_009663.1	Neurobiology disease, endocrine system disorders, metabolic disease
extracellular matrix protein 1(ECM1)	NM_007899.2	Neurobiology disease, endocrine system disorders, metabolic disease
intercellular adhesion molecule 1(ICAM1)	NM_010493.2	Neurobiology disease, endocrine system disorders, metabolic disease
glycoprotein (transmembrane) nmb (GPNMB, osteoactivin)	NM_053110.4	Cancer, antigen presentation, cellular movement
N-acetylneuraminic acid synthase (sialic acid synthase) (NANS)	NM_053179.3	Cancer, antigen presentation, cellular movement
asparaginase homolog (S. cerevisiae) (ASPG)	NM_001081169.1	Cancer, antigen presentation, cellular movement
ATP-binding cassette, sub-family C (CFTR/MRP), member 3 (ABCC3)	NM_029600.3	Cell cycle, cellular development, gene expression
carnitine palmitoyltransferase 2 (CPT2)	NM_009949.2	Cell cycle, cellular development, gene expression
transmembrane emp24 domain containing 3 (TMED3)	NM_025360.2	Cell cycle, cellular development, gene expression

Ingenuity™ Pathway Analysis was used to ascribe up-regulated genes with potential functions (additional genes can be found in Figure S3).

### PCR and western blot confirmation

RT-PCR confirmation of microarray results was performed on a subset of genes identified as being down regulated following wig-1 ASO treatment. Specifically, five genes (PKCε, AUTS2, ROBO2, PLEKHA5, and IMMPL2) were selected for confirmation. 

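On the arrays of BACHD striatum, Prkce and Robo2 fell in wig-1 ASO-treated mice (n = 4) against PBS-treated mice (n = 4), Auts2 and Plekha5 did not pass the test, and Immp2l had no annotated probe. Prkce, which encodes PKCε, had a log2 signal of 6.13 ± 0.13 (SD, n = 4) with PBS, 5.46 ± 0.08 (SD, n = 4) with wig-1 ASO and 6.00 ± 0.36 (SD, n = 4) with control ASO (probe ILMN_2993204). The log2 change was −0.67 against PBS (SE 0.16, adjusted p = 0.0425 from limma) and −0.54 against control ASO (adjusted p = 0.146). Of the 12 fits that leave out 1 array, Prkce passed against PBS only without control ASO replicate 1 (adjusted p = 0.0212) and without control ASO replicate 3 (adjusted p = 0.0317). Prkce also did not pass with no detection filter, with a detection p limit of 0.05, under SAM or with the replicate number as a block. Robo2, a receptor that guides axons, was 6.50 ± 0.13 (SD, n = 4) with PBS, 5.71 ± 0.25 (SD, n = 4) with wig-1 ASO and 6.15 ± 0.24 (SD, n = 4) with control ASO (probe ILMN_1227705). Its change was −0.79 against PBS (SE 0.15, adjusted p = 0.0217) and −0.44 against control ASO (adjusted p = 0.218). Without PBS replicate 1, PBS replicate 3, wig-1 ASO replicate 2 or wig-1 ASO replicate 4, Robo2 did not pass (adjusted p = 0.0547, 0.0569, 0.0507 and 0.0548). Nor did Robo2 pass under SAM, with only the 2 groups compared or with the replicate number as a block. Auts2, a regulator of neuronal development, was 10.09 ± 0.11 (SD, n = 4) with PBS and 9.62 ± 0.21 (SD, n = 4) with wig-1 ASO, a change of −0.47 (SE 0.13, adjusted p = 0.0745) at its brightest probe, ILMN_1213708. This probe passed without wig-1 ASO replicate 1 (−0.56, adjusted p = 0.0223), and under normexp, median scaling, an intensity trend and array weights (adjusted p = 0.0196, 0.0327, 0.0163 and 0.0351). Every wig-1 ASO array was below every PBS array for Prkce, Robo2 and Auts2 (exact permutation p = 0.029 for each). The 2 other kept probes of Auts2 changed by −0.52 and −0.35 and did not pass (adjusted p = 0.124 and 0.20). Plekha5, a phosphoinositide-binding protein, changed by −0.62 at its brightest probe (SE 0.30, adjusted p = 0.312, exact permutation p = 0.114). Its other kept probe, detected on 2 of 4 wig-1 ASO arrays, fell by 1.19 (SE 0.14, adjusted p = 0.00286). Of 7 measured genes of the protein kinase C family, 1 fell, Prkce (2 when adjusted over the list alone), with a median log2 change of −0.25 (adjusted p = 0.0164 from camera, adjusted p = 0.104 with an estimated correlation).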

Consistent with microarray results, all of these genes showed down-regulation in BACHD and FVB brain as well as BALB/c liver in animals treated with wig-1 ASO, as compared to control samples. For example, PKCε which is highly expressed in both mouse brain and liver was significantly reduced at both the RNA and protein levels in BACHD and FVB brain, and in BALB/c liver (p≤0.1 and p≤0.01 respectively) (Figure 6). Wig-1 ASO treatment produced significant reductions in AUTS2 mRNA levels in BACHD brain (p≤0.01) (Figure 7). A trend in reduction of AUTS2 mRNA level was observed in BALB/c liver (p≤0.1) whereas no reduction in AUTS2 levels was observed in non-BACHD (FVB) mouse brain. Autism susceptibility candidate 2 (Auts2) is a gene associated with autism and mental retardation [19], [20] whose exact function is unknown, but is expressed in different regions of the mouse brain.

**Figure 6:**
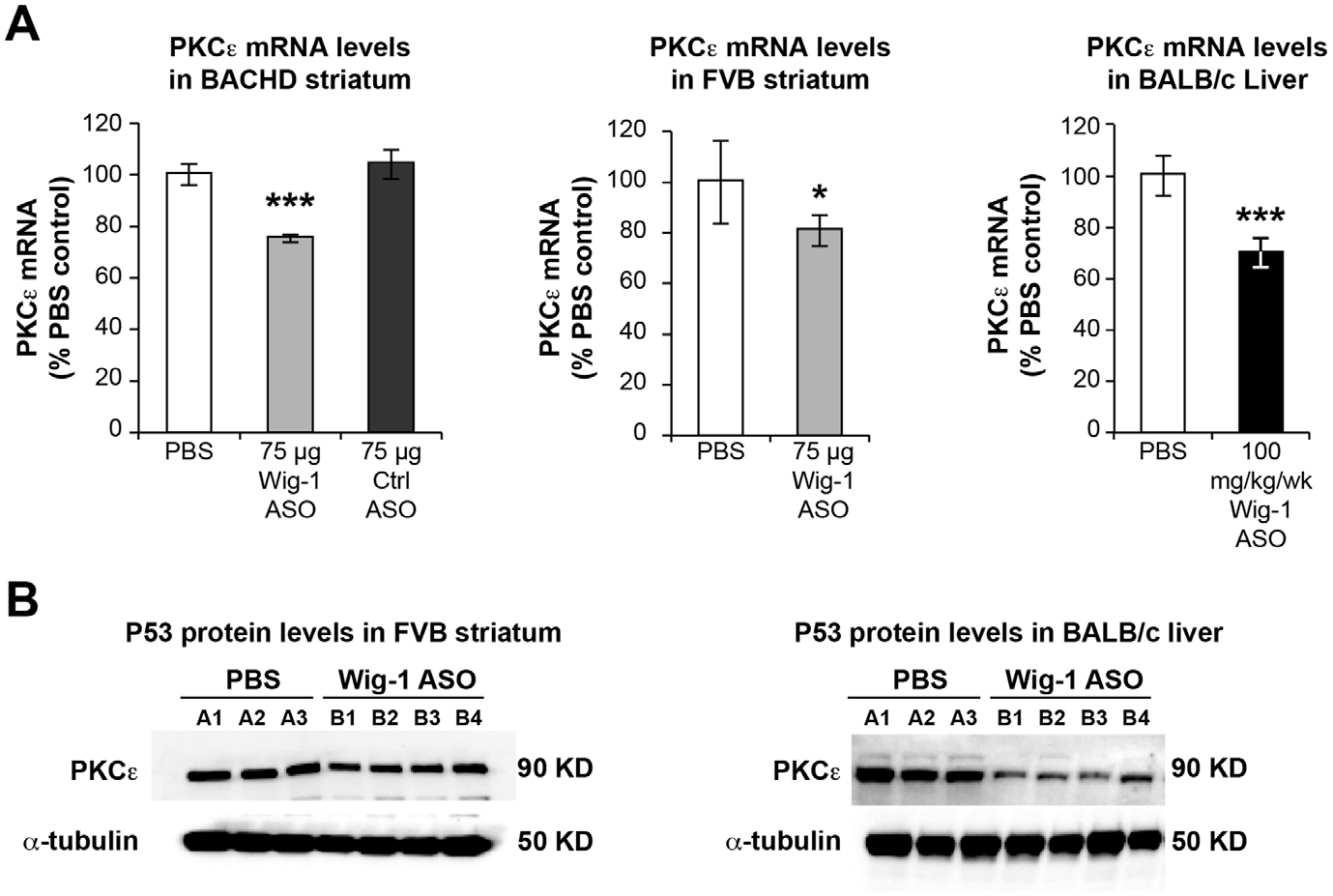
Effects of wig-1 ASO treatment on PKCε levels. PKCε mRNA and protein levels in BACHD and FVB striatum, and BALB/c liver were determined in animals treated with wig-1 ASO and compared to control animals. A) Effects of wig-1 ASO treatment on PKCε *mRNA levels.* *B*) Effects of wig-1 ASO treatment on PKCε *protein levels*. Data are expressed as means ± SEM (*n* = 4; **p≤0.05; ***p≤0.01).

**Figure 7:**
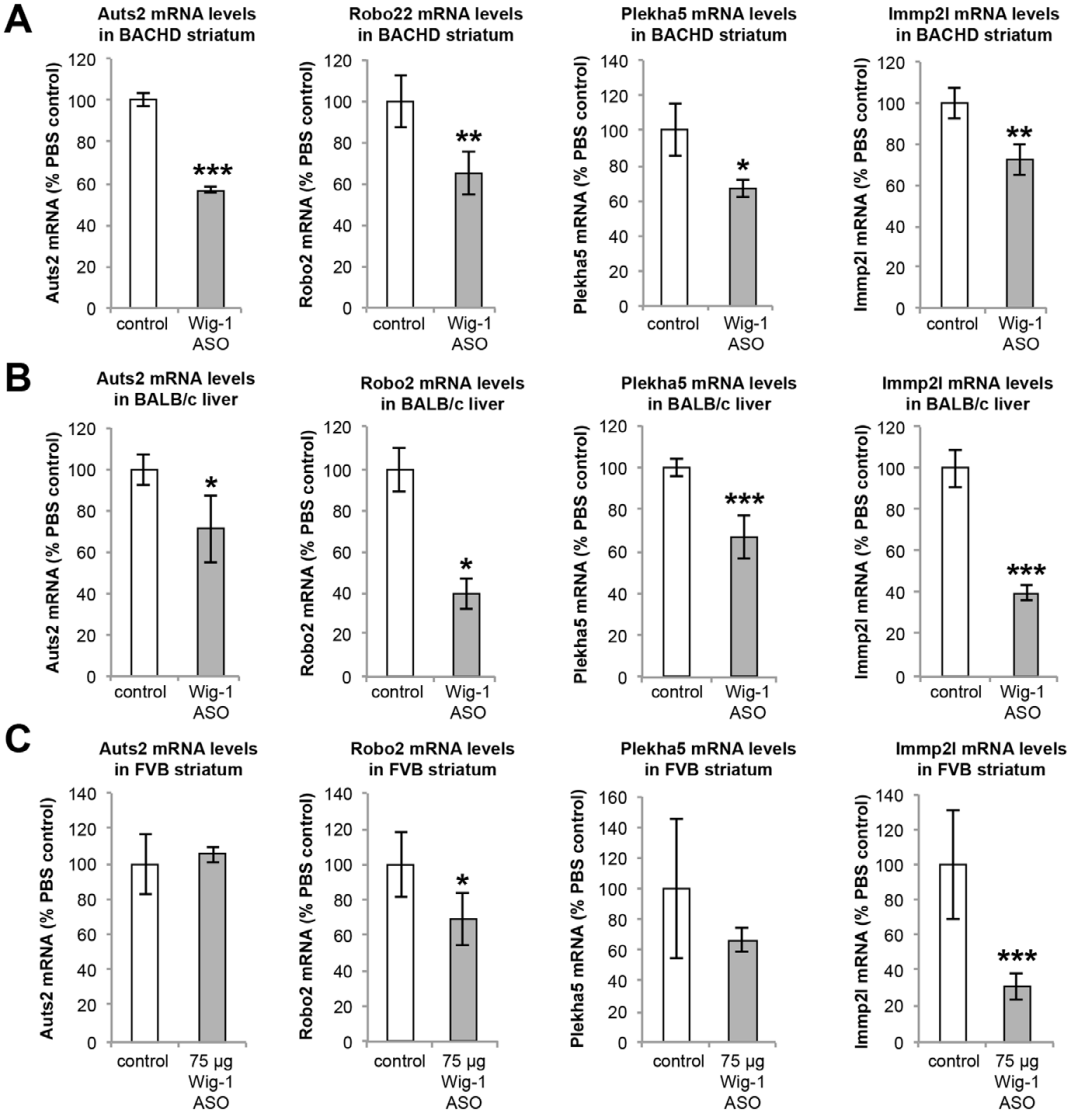
Real Time-PCR confirmation of down-regulated mRNAs following wig-1 ASO treatment in mice. mRNA levels of *Auts2, Robo2, Plekha5, and IMMP2L* in (A) BACHD striatum, (B) BALB/c liver, or (C) FVB striatum was compared to control animals. Data are expressed as means ± SEM (*n* = 4; *p≤0.1; **p≤0.05; ***p≤0.01).

Roundabout axon guidance receptor homolog 2 (ROBO2) [21], [22], [23] is also expressed in brain and liver. Intrastriatal injection of wig-1 ASO in BACHD and FVB mice resulted in significant reductions of ROBO2 mRNA levels in both BACHD and FVB striatum (p≤0.05 and p≤0.1 respectively) (Figure 7). Furthermore, systemic administration of the wig-1 ASO also resulted in marked reduction of ROBO2 mRNA levels in BALB/c liver (p≤0.1).

Another gene that was found to be down regulated in BACHD brain and BALB/c liver (p≤0.1 and p≤0.05 respectedly) following treatment with wig-1 ASO was the Pleckstrin homology domain containing family A member 5 (PLEKHA5), which is expressed in different tissues, with the highest level of expression in prefrontal cortex, fetal brain, uterus, and adrenal gland (Figure 7). Furthermore, a statistically significant decrease in expression of the inner mitochondrial membrane peptidase 2-like (IMMP2L) [24], [25] gene was also observed in BACHD (p≤0.05) and FVB (p≤0.01) striatum following wig-1 ASO treatment, which has been linked to a possible rare cause of Autism and Gilles de la Tourette syndrome (GTS) [25]. Reductions in IMMP2L mRNA levels were also observed in BALB/c liver following systemic treatment with wig-1 ASO (p≤0.01) (Figure 7).

Glycoprotein transmembrane nmb (gpnmb) is expressed widely in tissues including brain, liver, retina, skin, placenta, and salivary gland. Following striatal wig-1 ASO treatment, a marked elevation of gpnmb mRNA levels was observed in BACHD (p≤0.1) and FVB (p≤0.05) striatum (Figure 8). Furthermore, elevations in gpnmb mRNA levels were also observed in BALB/c liver following systemic treatment with wig-1 ASO (p≤0.1) (Figure 8).

**Figure 8:**
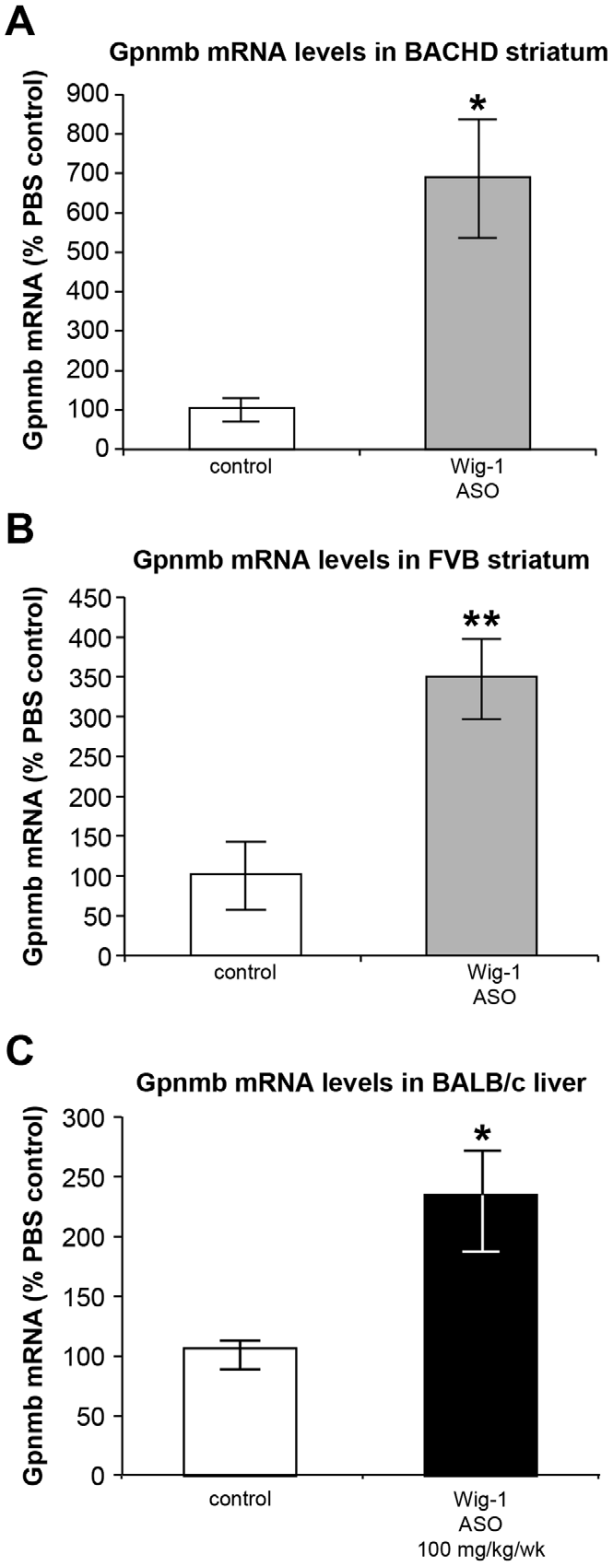
Up-regulation of Gpnmb mRNA levels following wig-1 ASO treatment. A) Gpnmb mRNA levels in BACHD striatum; B) FVB striatum, and C) BALB/c liver. Data are expressed as means ± SEM (*n* = 4; *p≤0.1; **p≤0.05).

## Discussion

wig-1 is a regulatory protein that has been shown to function as a transcription factor, an RNA binding protein, and a regulator of both RNA and protein stabilization [1], [4], [9]. Furthermore, wig-1 has also been shown to have a complex relationship with the tumor suppressor p53, with reports indicating that p53 can control levels of wig-1 and that wig-1 can regulate levels of p53, suggesting that p53 and wig-1 tightly control each other's expression in certain cell systems [9]. Moreover, p53 has been linked with expression levels of the Huntington gene and with the Huntington phenotype in mice [11], [26]. Therefore, we investigated the effects of wig-1 on p53 levels, on htt expression, and on gene expression more broadly using microarray analysis in mouse brain and liver using highly specific wig-1 antisense oligonucleotides (ASOs). ASOs were administered to normal BALB/c mice systemically and in BACHD and FVB mice by intrastriatal injection, and effects on gene expression were examined. Since ASOs do not cross the blood brain barrier [27], [28] local administration is required for ASO-mediated activity in the CNS. Direct ASO administration to the striatum resulted in broad distribution with strong uptake in both neuronal and glial cells, with the intensity of ASO uptake being greatest in the proximity of the ASO injection site. Moreover, marked reductions in wig-1 mRNA and protein levels was demonstrated in the BACHD and FVB striatum and in BALB/c liver, and this reduction in wig-1 levels was well tolerated over a four week period.

wig-1 has been reported to bind to p53 mRNA *in vitro*, causing stabilization of the p53 message [9]. Accordingly, siRNA-mediated reduction in wig-1 levels resulted in a corresponding reduction in p53 levels in cell culture [9]. However, in studies reported here, suppression of wig-1 levels in mouse striatum or in mouse liver had no significant effect on p53 mRNA or protein levels. The reason behind this discrepancy is unclear, but most likely is related to differences between the cell culture system and animals, or the specific cell types examined. Certainly, cell culture may not be an accurate representation of gene regulation in animals. Additionally, the effects of wig-1 on p53 mRNA levels may differ between different cell types, such as striatal cells (i.e., neuronal and glial cells) and hepatocytes as described here relative to the osteosarcoma cells and fibroblasts that were investigated in the prior report. Interestingly, ASO-mediated suppression of endogenous wig-1 levels in the striatum of BACHD mice led to a significant reduction (approximately 50%) in mutant HTT protein levels with no significant effect on the levels of endogenous wild type HTT levels. The mechanisms underlying this result are not yet clear. However, considering the fact that we have not seen significant changes in mutant HTT mRNA levels despite reductions in mutant protein levels suggests that wig-1 may be regulating mutant HTT levels post-transcriptionally (data not shown). Nevertheless, more studies are needed to establish the link between wig-1 and mutant HTT protein expression.

Despite the lack of effects on p53 mRNA and protein levels in mouse liver and striatum following wig-1 suppression, broad changes in mRNA levels was observed following wig-1 suppression in mouse striatum based on microarray analysis. Our results suggest that wig-1 can regulate gene expression through both gene repression and activation, as reflected by both down-regulation and up-regulation of genes following wig-1 ASO suppression. We identified 204 genes that were up-regulated and 56 genes that were down-regulated following wig-1 ASO treatment. These genes have been linked to a broad range of putative cellular functions including cell cycle regulation, DNA replication, cell survival, and neurological function.

Wig-1 suppression promoted confirmed changes in two genes linked to cancer. Wig-1 ASO treatment resulted in decreases in PKCε levels in both mouse brain and liver. PKCε signaling is involved in cell invasion, motility, proliferation, and survival, and has been linked to malignancies of the central nervous system [29]. The role of PKCε in cancer promotion is believed in part to involve the ras signaling pathway [30], [31], [32] and the regulation of expression of specific Bcl-2 family members [33]. Wig-1 suppression also caused a significant upregulation in expression of gpnmb in mouse brain and liver, a transmembrane glycoprotein also known as osteoactivin or HGFIN. Gpnmb has been implicated as a tumor suppressor, and has been reported to promote cell transformation and proliferation, and loss of cell contact dependency [34], [35], [36]. Furthermore, high expression of gpnmb has been associated with aggressive melanoma, glioma and breast cancer [37], [38], [39], [40]. Interestingly, wig-1 has also been reported to regulate tumor cell apoptosis and cell proliferation [2], [3]. Our findings suggest potential genes and mechanisms relevant to cancer pathways that wig-1 may be acting through.

Our results also suggest a role for wig-1 in regulating gene expression within specific pathways relevant to CNS function and disease. Wig-1 suppression led to a reduction in expression of numerous genes in mouse brain and liver. Genes down-regulated and confirmed by RT-PCR included AUTS2, ROBO2, and IMMP2L. AUTS2 (Autism susceptibility candidate 2) is a nuclear protein that is highly expressed in developing neurons of certain brain regions, notably the frontal cortex and cerebellum, and has been linked with the neuropathy of autism [19], [41]. ROBO2 (roundabout axon guidance receptor homolog 2) is a receptor for SLIT1 ligand, which is critically important for axon guidance and in CNS development [42], [43], [44]. IMMP2L (inner mitochondrial membrane peptidase 2-like) is a mitochondrial peptidase believed to be involved in polypeptide precursor processing within the inner mitochondrial membrane and has been shown to be critical for normal mitochondrial function through knockout mouse studies (Lu et al.). Interestingly, the IMMP2L locus has been linked with Autism Spectrum Disorders (ASDs) [24] and with Tourette Syndrome [45], [46], [47]. Regulation of expression of both AUTS2 and IMMP2L by wig-1 suggests a possible role for wig-1 in autism.

The mechanism by which wig-1 regulates the expression of genes shown to be modulated following wig-1 ASO treatment is unknown. However, wig-1 has been shown to bind to the promoter of some genes through its C2H2 zinc finger motifs and thereby regulate transcription [1]. More recently, regulation of RNA stability through binding of wig-1 to putative RNA sequence motifs within the 3′UTR of certain RNAs, including p53 [9], have been proposed based on similarities between the wig-1 zinc finger RNA binding motif and those of a small group of dsRNA-binding proteins [5]. Interestingly, examination of the 3′UTR of wig-1 regulated mRNAs identified in this study revealed the presence of sequence motifs (e.g., UUAUUUAUU and AUUUAAUUUA) that have been linked with RNA: protein binding and regulation [48], [49], [50], [51].

In summary, our studies indicate that wig-1 regulates gene expression broadly in mouse brain and liver through mechanisms that appear independent of p53. Our findings indicate that reduction of wig-1 by ≥80% in adult mouse brain and liver are generally well tolerated, and suggest that wig-1 can positively and negatively regulate the expression of genes implicated in various cellular pathways and pathologies including cancer and neurodegenerative diseases. Furthermore, a novel role for wig-1 in the posttranscriptional regulation of mutant huntingtin protein levels may have been identified.

## Materials and Methods

### 2^nd^ generation Antisense Oligonucleotides (ASOs) chemistry

All oligonucleotides were 20 nucleotides in length and chemically modified with phosphorothioate in the backbone and 2′-*O*-methoxyethyl (MOE) on the wings with a central deoxy gap (“5-10-5” design). Oligonucleotides were synthesized using an Applied Biosystems 380B automated DNA synthesizer (Perkin Elmer-Applied Biosystems, Foster City, CA, USA) and purified. A negative control oligonucleotide, which has the same chemical composition as the wig-1 ASO but no complementarities to any known gene sequence, was also included in the studies.

### Identification and characterization of ISIS wig-1 ASOs in vitro and in vivo

To identify mouse wig-1 antisense inhibitors, rapid-throughput screens were performed in the bEND cell line (ATCC, CRL-2299™). In brief, 80 ASOs were designed to the wig-1 mRNA sequence, all of which targeted binding sites within the coding region of the wig-1 mRNA. The reduction of target gene expression was analyzed with real-time quantitative RT-PCR after transfection of the cells with ASOs for 24 h. Based on target reduction, 4 ASOs were selected and further characterized in a dose-response screen. The most potent ASOs from the screen were chosen, and their in vivo activity was confirmed by intraperitoneal (IP) administration in BALB/c mice. The most potent ASO was chosen as the wig-1 ASO for subsequent studies.

### Animal studies

This study was conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee at Isis Pharmaceuticals and approved by the committee. Protocol number and PHS Assurance numbers are P-0190 and A4318-01, respectively. Six-week-old male BALB/c mice were injected with four wig-1 ASOs at 100 mg/kg/week or saline twice/week for 4 weeks. ASOs were dissolved in PBS and administered intraperitoneally. Animals were euthanized 48 hours after the last dose. Blood, liver, kidney and spleen were collected to measure toxicity, PK, as well as RNA and protein levels.

### Treatment and surgery

Groups of four FVB (8 weeks of age) and BACHD mice (5-months-old) were treated with wig-1 ASO at a dose of 25, 50, or 75 µg delivered by single striatal bolus injection. Control groups of four FVB and BACHD mice were similarly treated with PBS or with negative control oligonucleotide. Mice were individually anaesthetized with 3% isoflurane and were maintained throughout the surgical procedure in an ASI small animal stereotaxic system (ASI Instruments, SAS-4100) with a gas nose cone delivering 2% isoflurane. The scalp of the animal was sterilized with iodine solution followed by 70% ethanol. Then, a longitudinal mid-saggital incision 1 cm in length was made in the scalp. Hamilton gas tight 10 µL Syringe with removable 26 gauge needle by advancing the end of the needle through the scull to the appropriate coordinate. Coordinates used: 0.5 mm anterior, 2.0 mm lateral on right and 3.0 mm deep from Bregma with flat skull nosebar setting. Different concentrations of ASO in a total volume of two µl/concentration were administered by injection. After one, two, three and four weeks the mice were euthanized using isoflurane followed by decapitation. Brain tissue, including the striatum, was extracted for protein and RNA analysis. Histopathology was conducted to assure the distribution of ASO as well as safety.

### Real-time quantitative PCR

RNA was extracted by using a QIAGEN RNAeasy kit (QIAGEN). The mRNA was transcribed to cDNA by using MuLV reverse transcriptase (New England Bio Labs). The abundance of transcripts was assessed by real-time PCR on a 7700 Fast Real-Time PCR System (Applied Biosystems). Each run was evaluated in triplicate for both the gene of interest and endogenous control for mRNA levels, Cyclophilin A (Figure S1). The expression data for the gene of interest were normalized for the efficiency of amplification determined by the standard curve included for each data acquisition.

### Immunoblotting

For Western blots, samples were lysed in 500 µL of extraction buffer [50 mM Tris (pH 8), 150 mM NaCl,1% NP-40, 0.5% Sodium deoxycholate, 1 mM sodium orthovanadate, 1 mM NaF, protease inhibitor cocktail set III, EDTA-free (539134; EMD CHEMICALS, INC.)]. The homogenate was centrifuged at 14,000× *g* for 10 min at 4°C to pellet insoluble material. The supernatant was saved as the final lysate and stored at −80°C. Fifty micrograms of lysate were electrophoresed through 4–20% (for wig-1 protein) or 12% (for p53 protein) Tris-Glycine gel and transferred to nitrocellulose membrane (iBlot, Invitrogen). The membrane was blocked in 5% milk for one hour and then incubated with either α-rabbit ZMAT3 (ARP50793_P050, Aiva Systems Biology), α-mouse p53, 1C12 (2524, Cell Signaling), α-rabbit PKCε, 22B10 (2683, Cell Signaling), anti-mouse huntingtin (MAB2166, Millipore) or α-mouse α-tubulin, DM1A (ab7291, Abcam) overnight. The membrane was washed extensively and then incubated with either anti-rabbit IgG or anti-mouse IgG (GE healthcare UK limited). Chemiluminescence detection reagents (ECL Plus; Amersham Pharmacia) enabled visualization of peroxidase reaction products, and quantified using the software ImageJ.

### Immunohistochemistry

For hemotoxylin and eosin (H & E) staining, pieces of liver from *BALB/c* mice were fixed in 10% buffered formalin and embedded in paraffin wax. Brain sections were also fixed in 10% formalin. Multiple adjacent 4-µm sections were cut and mounted on glass slides. After dehydration, the sections were stained. Images of the histological sections were analyzed.

### Microarray gene expression analysis

Total RNA was extracted from BACHD striatum, treated with wig-1 ASO, negative control ASO, or PBS, using RNeasy Plus mini kits (Qiagen). Gene expression was analyzed by hybridization to the MouseWG-6 v2 Expression BeadChip array (Illumina), and array data analysis was performed using Bioconductor packages *lumi* and *siggenes* [52]. The entire microarray data set has been submitted to GEO [53] and can be referenced via accession ID GSE29751. Siggenes was used to determine probes showing statistically significant differential expression at an FDR (False Discovery Rate) cutoff of 0.100. Gene network prediction was determined by using Ingenuity™ Pathway Analysis (IPA) (Ingenuity Systems, CA, USA).

## Supporting Information

Figure S1 **List of primers used for real-time PCR.**
(DOCX)

Figure S2 **Gene network pathways identified by Inegenuity Pathway Analysis for down-regulated genes.** The table above identifies the genes within a network and includes a score, which is used to rank the networks. The genes within each network are comprised of genes identified by microarray analysis in addition to other genes within the network as identified by Ingenuity Pathway Analysis. The total number of genes identified as down-regulated via microarray analysis within each network is identified in the column labeled “Focus Molecules”. The score for each network is obtained from the *−log_10_(p-value)*, where the p-value is obtained from a Fisher Exact Test. The score ranks the networks based on the probability of obtaining the same networks by chance when sampling a similar number of genes from the Ingenuity Knowledge Base. Network scores with a high value (> = 2) are more significant.
(DOCX)

Figure S3 **Gene network pathways identified by Inegenuity Pathway Analysis for up-regulated genes.** The table above identifies the genes within a network and includes a score, which is used to rank the networks. The genes within each network are comprised of genes identified by microarray analysis in addition to other genes within the network as identified by Ingenuity Pathway Analysis. The total number of genes identified as up-regulated via microarray analysis within each network is identified in the column labeled “Focus Molecules”. The score for each network is obtained from the *−log_10_(p-value)*, where the p-value is obtained from a Fisher Exact Test. The score ranks the networks based on the probability of obtaining the same networks by chance when sampling a similar number of genes from the Ingenuity Knowledge Base. Network scores with a high value (> = 2) are more significant.
(DOCX)

# Supplementary material for: Genomic Analysis of wig-1 Pathways
**Source:** PLoS One. 2012 Feb 7;7(2):e29429. doi: 10.1371/journal.pone.0029429
**Supplement:** Figure S1 — List of primers used for real-time PCR.

**Supplementary Figure S1. List of primers used for real-time PCR**

| **set name** | **sequence** |
| --- | --- |
| wig-1 For | TGGCCACCAGGAGGAATATG |
| wig-1 Rev | GGGAGCGGGCATTGAAGT |
| wig-1 probe | ATCCAGTCCAGAGCAATTCAGGCCCTX |
| p53 For | GCTTCTCCGAAGACTGGATGA |
| p53 Rev | AAGGAGTTTCCATAAGCCTGAAAA |
| p53 probe | TCACAGTCGGATATCAGCCTCGAGCTCX |
| PKCε For | GCCAACTGCACCATCCAGTT |
| PKCε Rev | CAGGTCAATCCAGTCCTCGAA |
| PKCε probe | AGCTGCTGCAGAATGGGAGCCGTX |
| IMMP2L For | TGATCGCTCTTGAAGGAGATATTG |
| IMMP2L Rev | TCCATGATGATCGCCTTCAAC |
| IMMP2L probe | AACCGGTTGGTCAAAGTCCCCCGX |
| PLEKHA5 For | CCAGAGAGGAGATGTGACGATAGA |
| PLEKHA5 Rev | CCAGCTGGCATTGACCTTCT |
| PLEKHA5 probe | CGCAGGCACAGGCCTCATCACCX |
| AUTS2 For | TGACCCATTCTACCGGCATAG |
| AUTS2 Rev | CCCGTGGGTGGGATCAT |
| AUTS2 probe | CTCTTCCACTCCTATCCTCCTGCGGTCTX |
| ROBO2 For | CAAGAGATCAGATCGTTGCTCAA |
| ROBO2 Rev | CTGCCTTCTTTCTGCCAAAAA |
| ROBO2 probe | CCGAACAGTGACATTCCCCTGTGAAACX |

For: Forward; Rev: Reverse

# Supplementary material for: Genomic Analysis of wig-1 Pathways
**Source:** PLoS One. 2012 Feb 7;7(2):e29429. doi: 10.1371/journal.pone.0029429
**Supplement:** Figure S2 — Gene network pathways identified by Inegenuity Pathway Analysis for down-regulated genes. The table above identifies the genes within a network and includes a score, which is used to rank the networks. The genes within each network are comprised of genes identified by microarray analysis in addition to other genes within the network as identified by Ingenuity Pathway Analysis. The total number of genes identified as down-regulated via microarray analysis within each network is identified in the column labeled “Focus Molecules”. The score for each network is obtained from the −log10(p-value), where the p-value is obtained from a Fisher Exact Test. The score ranks the networks based on the probability of obtaining the same networks by chance when sampling a similar number of genes from the Ingenuity Knowledge Base. Network scores with a high value (> = 2) are more significant.

**Supplementary Figure S2**

| **Molecules in Network** | **Score** | **Focus Molecules** | **Top Functions** |
| --- | --- | --- | --- |
| A830091E24, AHR, ATG10, AUTS2 (includes EG:26053), beta-estradiol, CAK, CD163, CDC42EP4, CDK7, CTSB, DICER1, EIF2C3, ERCC2, ERCC5, HBB (includes EG:3043), HINT1, HNRNPA2B1, IFNG, ITGBL1, KCNMA1, KCNMB1, MED21, MIRLET7C, MNAT1, NETO2, NME1, RECQL4, SPHK1, TFIIH, TP53, USP7, USP29, XPC, ZMAT3, ZRANB2 | 26 | 12 | Cell Cycle, DNA Replication, Recombination, and Repair, Cell Death |
| ADAP1, ANKRA2, APLP2, C15ORF29, CACNA1B, CARS, CASK, CNTNAP2, CREB1, Gpcr, GRIK1, GRIK3, GRIP1, GRM2, GRM3, GRM4, GRM6, GTF2H3, HNF4A, HSPA5, KIF17, LPHN3, Ncx, PAD4, PDLIM5, Pkc(s), POLR3E, POLR3G, POLR3H, PRKCE, PRLHR, RGS6, SRSF11, tridecanoic acid, UGT1A7 | 21 | 10 | Psychological Disorders, Cell Morphology, Cellular Function and Maintenance |
| A2BP1, APBA2, ARF3, ATN1, B3GALT1, C13ORF23, CPE, DIAPH2, DIO2, DLG4, GAS7, glycine, GRIA3, GRID2, GRIK1, GRIK2, GRIK5, KCNA2, KCNAB2, KIF1B, LYVE1, MMP2, PCDHA13, PLEKHA5, PRDX2, retinoic acid, ROBO1, ROBO2, SLC36A2, SLIT1, SLIT2, SPOCK3, TNF, Vegf, WSB1 | 21 | 10 | Cellular Movement, Nervous System Development and Function, Cell-To-Cell Signaling and Interaction |
| LMTK3, ZBTB16 | 3 | 1 | Embryonic Development, Organismal Development, Skeletal and Muscular System Development and Function |
| NKAIN2, REST | 3 | 1 | Cell Death, Gene Expression, Cardiac Arrythmia |
| asparaginase, GTF2A1, MIR330 (includes EG:100313974), MLL, TASP1 | 2 | 1 | Cellular Development, Cellular Growth and proliferation |

# Supplementary material for: Genomic Analysis of wig-1 Pathways
**Source:** PLoS One. 2012 Feb 7;7(2):e29429. doi: 10.1371/journal.pone.0029429
**Supplement:** Figure S3 — Gene network pathways identified by Inegenuity Pathway Analysis for up-regulated genes. The table above identifies the genes within a network and includes a score, which is used to rank the networks. The genes within each network are comprised of genes identified by microarray analysis in addition to other genes within the network as identified by Ingenuity Pathway Analysis. The total number of genes identified as up-regulated via microarray analysis within each network is identified in the column labeled “Focus Molecules”. The score for each network is obtained from the −log10(p-value), where the p-value is obtained from a Fisher Exact Test. The score ranks the networks based on the probability of obtaining the same networks by chance when sampling a similar number of genes from the Ingenuity Knowledge Base. Network scores with a high value (> = 2) are more significant.

**Supplementary Figure S3**

| **Molecules in Network** | **Score** | **Focus Molecules** | **Top Functions** |
| --- | --- | --- | --- |
| BCL2A1, BCR, C1q, C1QA, C1QB, C1QC, Complement component 1, DEF6, ENPP1, FAM3B, Fc gamma receptor, Fc receptor, FCGR2A, FCGR2B, FCGR3A, IgG, IgG1, IgG2a, Igm, LAPTM5, LCN2, LGALS1, MHC Class I (complex), MHC CLASS I (family), NADPH oxidase, NFkB (complex), NFkB (family), PYCARD, SAA, SOAT1, SYK/ZAP, TLR2/3/4/9, TREM2, TRIP6, TYROBP | 32 | 18 | Genetic Disorder, Neurological Disease, Cell-To-Cell Signaling and Interaction |
| Akt, Ap1, APOE, B2M, CASP8, collagen, CTSS, CTSZ (includes EG:1522), GCNT1, GSTM1, H-2db, HLA Class I, HLA-C, HLA-DQB1, HMOX1, IFIT3, IFITM1, IFITM2, IFITM3, IFN Beta, Immunoglobulin, Interferon alpha, IRF9, IRG, MHC, MHC Class II (complex), NFAT (complex), Nfat (family), NfkB1-RelA, P38 MAPK, PARVG, TCR, TNFRSF1A, UNC93B1, WAS | 30 | 19 | Cardiovascular Disease, Organismal Injury and Abnormalities, Inflammatory Response |
| Actin, ALOX5AP, Ap2 alpha, BGLAP, Calpain, Caspase, Cyclin A, ECM1, FSH, GFAP, hCG, HIST1H3A, HIST4H4, Histone h3, Histone h4, HK2, ICAM1, Iga, Insulin, Jnk, Lh, LIN37, LY9, PLIN2, RNA polymerase II, Rxr, S100A6, S100A11, Sod, TCN2, Tgf beta, TGFB1, TSPO, UPP1, Vegf | 29 | 17 | Neurological Disease, Endocrine System Disorders, Metabolic Disease |
| AHNAK, ARHGDIB, CCL2, CCL4, CCL8, CCL21, CD22, CSF3R, CYBA, FES, GBP2, Gm-csf, Growth hormone, Ifn, Ifn gamma, IL1, IL12 (complex), LDL, LRP, NCF1, P110, p85 (pik3r), Pdgf, PDGF BB, Pdgfr, PI3K (complex), PLC gamma, Sapk, SLC7A7, SOCS3, STAT5a/b, TGM2, TIMP1, Tnf, Tnf receptor | 27 | 16 | Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking |
| 3-beta,17-beta-androstanediol, ANXA11, ASPG, Ca2+, CCL22, CD38, Cyclooxygenase, ESM1, ESR1, FCGR3A, GBP4 (includes EG:115361), GPNMB, GREB1, GUCA, GUCA1A, GUSB, HEXB, HIST1H2BH, HSP90AB1, ICOSLG, IFNG, KCNIP3, KCNK6, KDM5A, LAMP1, LYZ, M6PR, MAN2B1, Mannosidase Alpha, MED7 (includes EG:9443), NANS, POU2F2, RAET1B, SLC15A3, TBP | 27 | 16 | Cancer, Antigen Presentation, Cellular Movement |
| ARPC1B, CD63, CD68, CELA1, Collagen type I, Collagen type IV, Collagen(s), DCT, Elastase, ERK1/2, Fcer1, FCGR1A/2A/3A, Fibrin, Fibrinogen, GRN, GUSB, HEXA, HEXB, Ifnar, Ige, Integrin, Integrin alpha V beta 3, ITGB5, Kallikrein, KLK6, Laminin, Laminin1, LGALS3, LGALS3BP, MED7 (includes EG:9443), Mek, PLAU, SERPING1, SPP1, VitaminD3-VDR-RXR | 27 | 17 | Cell-To-Cell Signaling and Interaction, Carbohydrate Metabolism, Small Molecule Biochemistry |
| ABHD5, ABI3, AIF1, ANXA3, APOC4, ARAF, ARNT2, ARPC1B, beta-estradiol, CNN2, COPZ2 (includes EG:51226), CYTH4, FEZF1, FGF6, GNB1, GNGT2, HRAS, ICMT, IPCEF1, KIAA1274, KRAS, LCN2, MAPK1, MIR124, MPEG1, PAK1, phosphatidylinositol-3,4,5-triphosphate, RLN2, RSU1, SERPINB6, SGPL1, SHOC2, SPRY1, SYNGR2, ZDHHC18 | 25 | 15 | Cell Signaling, Connective Tissue Development and Function, Skeletal and Muscular System Development and Function |
| ABCE1, ACY3, BAZ1A, BAZ1B, C2, C1S, C4A, CTSA, CTTNBP2, CTTNBP2NL, CXADR, ERCC5, EWSR1, FAM40A, FAM40B, HNF4A, KLHL6, MBL2, MFSD1, MYL6, MYO1A, MYO1F, PDCD10, POLD4, RBM15, RFC5, RNASE2, RNASE4, SEPX1, SIKE1, STK24, SUPT16H, TCIRG1, TMEM176A, USP46 | 22 | 14 | Antigen Presentation, Humoral Immune Response, Inflammatory Response |
| ABCC3, ALDH3B1, BAMBI, CAR ligand-CAR-Retinoic acid-RXRα, CD38, CDKN2A, COTL1, CPT2, CPT1B, EMP3, ENTPD5, FANCL, FCN2, GFRA1, GPRC5A, HAS1, KIF23, KIF3C, LGALS9, LOXL2, Ncoa-Nr1i2-Rxra, Ncoa-Nr1i3-Rxra, retinoic acid, RXRA, S100A11, SMARCA4, STARD10, TIA1, TIAL1, TMED3, TNF, TNNI2, TREM2, UGT1A10 (includes EG:54575), VHL | 18 | 12 | Cell Cycle, Cellular Development, Gene Expression |
| APLNR, BSG, C3AR1, CCRL1, CHEMOKINE, CNR2, CRHR2, CXCR6 (includes EG:10663), EMR1, ERK, Focal adhesion kinase, G protein alphai, Gpcr, GPR21, GPR77, GPR109A, GPRC5A, HRH2, HTR2B, IKK (complex), IL12 (family), Mapk, MC3R, Mmp, PIK3CG, Pka, Pkc(s), PTGER2, RAB32, Rac, RAC2, Ras, S1PR4, SRC, STAT | 8 | 6 | Cell Signaling, Nutritional Disease, Psychological Disorders |
| BRD2, SLAMF9 | 2 | 1 | Cancer, Immunological Disease, Cell Death |
| ARL11, TRIP13 | 2 | 1 | Cell Cycle, Reproductive System Development and Function, Cellular Development |
| CYP4V, CYP4V2 | 2 | 1 |  |
| N-acylglucosamine 2-epimerase, RENBP, ZBED1 | 2 | 1 | Carbohydrate Metabolism, Small Molecule Biochemistry, Lipid Metabolism |
| C2ORF18, HMGCL, MIR93 (includes EG:407050), MS4A7 | 2 | 1 | Lipid Metabolism, Small Molecule Biochemistry, Nucleic Acid Metabolism |
| MIR224 (includes EG:407009), MIR342 (includes EG:100313980), SLC6A3, SYNGR1 | 2 | 1 | Nervous System Development and Function, Drug Metabolism, Small Molecule Biochemistry |

How the deposited data were processed for this re-analysis (not part of the article)

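RNA from the striatum of 12 BACHD mice was measured on Illumina MouseWG-6 v2 arrays, 1 array per mouse, with 4 mice treated with PBS, 4 with the wig-1 ASO and 4 with the control ASO. Conditions came from the sample labels. The age of 5 months comes from the paper's methods and the dose of 75 µg from its Figure 3 legend. The week of the arrays is not named in the paper's text. The sample table carries week 1 for all 12 mice, inferred from the animal letters in Figures 3B and 4A, and no comparison uses it.

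The authors deposited a linear signal intensity and a detection p-value for each of 45281 probes on each array, and a log2 value for each probe and array. The authors name the packages lumi and siggenes, with a false discovery rate limit of 0.1, a p of at most 0.001 and a fold change of at least 1.5. The deposited intensities were tested on their values. All 12 arrays hold the same sorted set of values, which is what quantile normalization leaves, and no intensity lies under 2, so that the authors' background removal and normalization are already in them. The deposited log2 values have a median of 1.54 and differ from log2 of the intensities by at most 5.6e-09. The deposited detection p-values lie in steps of 1 part in 936. The plan assumed raw intensities, to be normalized by neqc in limma. Since the deposited intensities were already normalized, log2 of them was used as it stands.

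Probes with a detection p-value under 0.01 on at least 4 of the 12 arrays were kept, 17188 in number. The platform annotation gives 1 gene symbol for 34885 probes, several for 18 and none for 10378. Gene IDs of 34807 of the probes with 1 symbol were matched to the gene table of the assembly GRCm38.p6, which changed 0 symbols. Of the kept probes, 14926 have 1 symbol, and these cover 10031 genes. A gene is represented by its kept probe of highest mean signal over the 12 arrays. No coordinates are printed, since the deposited data name no genome build. Genes of the paper's tables were matched by the RefSeq accession the table gives, or by symbol where no probe carries that accession. Network molecules were matched by symbol, and list members by symbol or synonym.

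The 3 groups were compared in 1 linear model per probe with limma version 3.58.1 in R version 4.3.3, with moderated variances and Benjamini-Hochberg adjustment over the kept probes. The comparisons were wig-1 ASO against PBS, wig-1 ASO against control ASO and control ASO against PBS. The study's own limits were applied to the same fit. Single genes and list means were also compared by an exact two-sided permutation test over the 70 arrangements of 8 arrays as 4 and 4. A fold against a group that no array detects was computed as a lower bound, with the signals of that group raised to the lowest detected signal of each array. The SAM test, the method behind siggenes, was rebuilt with all arrangements. Both tests were tested on simulated data made with the variances of these arrays, in which 50 probes were planted at each of 4 sizes among 17188. At log2 changes of 0.585, 1, 2 and 3, limma recovered 36%, 72%, 94% and 94% with 10 false calls, and SAM recovered 6%, 46%, 88% and 96% with 2 false calls.

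Gene lists, 43 in number, were compared with the other genes by camera in limma, with a preset correlation between genes of 0.01 and again with the correlation estimated from the arrays. They cover microglia markers, homeostatic microglia, disease-associated microglia, complement, Fc receptors and phagocyte oxidase, interferon-stimulated genes, nucleic acid sensing, MHC class I and class II presentation, chemokines and cytokines, monocyte and neutrophil markers, lymphocyte markers, lysosome, cholesterol and lipid handling, and reactive astrocyte genes. They also cover markers of astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelial cells, pericytes with smooth muscle and fibroblasts, choroid plexus and ependyma, and red blood cells. Neuronal lists are medium spiny neuron, striatal interneuron, cortical neuron, and thalamic, hypothalamic and septal markers, pan-neuronal and synaptic genes, glutamate receptors, potassium channels, axon guidance, the protein kinase C family and immediate early genes. The others are cell cycle, apoptosis, p53 target genes, unfolded protein and integrated stress response, heat shock and oxidative stress, mitochondrial peptidases and respiratory chain, RNA interference machinery, RNA polymerase III subunits, TFIIH and CDK-activating kinase, wig-1 partners and relatives, and housekeeping genes.

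Genes are named in the text by a rule with 4 parts. They are the genes the paper follows by RT-PCR or lists in Tables 1 and 2, with Zmat3, Trp53 and Htt, then the 12 largest rises and the 12 largest falls in wig-1 ASO against PBS among probes past the test whose groups do not overlap, then the 5 largest each way in control ASO against PBS by the same rule, of which there were 0, and in each list up to 4 members of smallest adjusted p with the most abundant member that did not pass. Values in the paper's tables had been seen when this rule was written. Of the members of the Figure S2 networks, 6 more are named, after their values were seen.

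The alternatives tried were normexp background correction with an offset of 50 followed by quantile normalization, neqc background correction with median scaling, no detection filter, a detection p limit of 0.05, SAM, an intensity trend in the variance, array weights, a fit of only the 2 groups compared, the replicate number as a block, each array left out in turn, other limits on p, and other distances and numbers of probes in clustering. SAM with no detection filter was added after seeing the data. The replicate numbers do not pair the samples, since over 12 pairs of arrays with the same number the residual correlations ran from −0.135 to 0.126, with 1 above 0.1. The median log2 change over kept probes was −0.02 in wig-1 ASO against PBS, and −0.01 and −0.02 under the normexp and median scaling alternatives.

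Gene length and 3′ untranslated region motifs were not analysed, since the deposited data name no genome build. Trp53 and Immp2l have no annotated probe. Pathway scores of the Ingenuity software were not recomputed. Array data have no read depth, and the number of arrays, 4 per group, and the signal over background limit the precision. No chip is named for the arrays, so a difference between chips could not be separated from the treatments.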

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

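The tests of the injected oligonucleotide, of blood against PBS and against control ASO, of a neuronal share as the whole cause of the falls, and of wig-1 ASO replicate 1 were chosen only after the result was seen, and those of the microglia share and of the pan-neuronal genes were not.

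In 6 of 216 groups of 4 arrays that were looked at, 1 array lay far from the 3 others, by a gap of more than 0.829 of the group's whole range, and chance gives this in about 5% of groups. Among single genes, Htt in control ASO replicate 3 had a log2 signal of 2.24, with the others at 4.00 to 4.13 (gap over range 0.934), and Hmox1 in control ASO replicate 4 had 3.39, with the others at 4.29 to 4.44 (0.855). In wig-1 ASO replicate 3, Galntl6 was 2.89 with the others at 1.35 to 1.57 (0.86), and Agbl4 was 3.03 with the others at 1.33 to 1.49 (0.908), both near background. The mean over 2 lymphocyte markers was 4.70 in wig-1 ASO replicate 1 and 5.52 to 5.63 in the others (0.88). Medium spiny neuron markers averaged 8.98 in PBS replicate 4 and 8.69 to 8.74 in the other PBS-treated mice (0.831).

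In control ASO against PBS, a comparison for which the paper reports no genes, 4 gene lists passed in camera with a preset correlation and were higher in all 4 control ASO-treated mice than in all 4 PBS-treated mice. The mean log2 change was 0.38 for complement, 0.56 for disease-associated microglia, 0.33 for lysosome and 0.35 for reactive astrocyte genes (exact permutation p = 0.029 for each, the smallest that 4 against 4 allow). No gene of these lists passed the test over all genes. With an estimated correlation none of the 4 passed in camera (adjusted p = 0.656 for each). Housekeeping genes separated in the same way, with a mean of 0.12 (exact permutation p = 0.029), and did not pass in camera with the preset correlation (adjusted p = 0.422).

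The rise of microglial and immune genes with wig-1 ASO was weighed against 3 technical explanations. Over 84 genes of 7 lists the median log2 change was 1.09 with wig-1 ASO and 0.28 with control ASO, a ratio of 0.255, and the mean was higher with wig-1 ASO in every mouse (exact permutation p = 0.029), which argues against an equal effect of any injected oligonucleotide, although a smaller rise with control ASO also separated from PBS (exact permutation p = 0.029). A larger share of microglia with no change within them would raise 11 homeostatic and 16 disease-associated genes alike, if both lists were equally specific to microglia. Their medians were 0.34 and 1.51, a ratio of 0.223 (exact permutation p = 0.029 for the difference). With undetected genes at their bound the disease-associated median was 1.01. Equal specificity was not tested, and 8 homeostatic genes were higher and 3 lower, so a larger share of microglia is not excluded. More blood would raise 3 red blood cell genes, but their mean was −0.927 against control ASO (exact permutation p = 0.029). This argues against more blood than in those mice. Against PBS their mean was −0.846 (SE 0.232), where more blood needs a rise. This argues against more blood than in the PBS samples too, although the exact permutation p of 0.0571 missed the limit set for that test. Less wig-1, another effect of this oligonucleotide's sequence, and a change within microglia or cells entering the tissue may each contribute and were not tested.

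For the fall of neuronal genes, a smaller share of neuronal RNA that lowers all neuronal genes alike was weighed as the whole cause and as a part of it. Whether it is the whole cause is left open. The 17 pan-neuronal and synaptic genes had a mean log2 change of −0.126 (SE 0.05). The 61 genes of potassium channels, glutamate receptors and axon guidance had one of −0.33, a ratio of 0.378 (exact permutation p = 0.029 for the difference). The lists of these 61 genes were chosen after they were seen to fall, which by itself favours a low ratio, so this test cannot decide. A small lower share as part of the cause is also left open. The pan-neuronal mean of −0.126 (exact permutation p = 0.0857) lies between the value a lower share needs and the value that excludes it. Fewer medium spiny neurons in the sample, an uneven share of neighbouring tissue, whose marker means varied between mice, and an effect of less wig-1 on neuronal transcripts were not tested.

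Wig-1 ASO replicate 1 responded less than the 3 other wig-1 ASO-treated mice. Over the probes called higher, which were chosen on these same arrays, it had 52.2% of their mean rise. A wrong label is argued against by its Zmat3 signal of 6.89, which lies below the 8 PBS and control ASO arrays (8.31 to 8.60) by 4.84 times their range. Less wig-1 ASO in this sample may be a cause, but Zmat3 fell by 1.61 there against a mean of 2.04 (SD 0.44) in the 3 others, where a fall in proportion to the response would be 1.07. The excess of 1.23 SD is too small to exclude a proportional fall, so this stays open, and no biological explanation was tested.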

How the results depend on the processing

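Zmat3 kept its direction and its call under every alternative set in advance, with log2 changes from −2.04 to −1.73 when single arrays were left out. SAM with no detection filter, chosen after seeing the data, gave the same −1.94 without a call, with 1 probe past the study's limits, 0 at an adjusted p under 0.05, and 0 of the RT-PCR genes, of the genes of Tables 1 and 2 and of the network molecules called. Where nothing else is said below, the cause was not tested.

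In wig-1 ASO against PBS, the probes past the study's limits numbered 226 under normexp, 183 under SAM, 248 with only the 2 groups compared, 795 without the limit on p, which is looser by construction, and 245 to 668 without single arrays, the highest without wig-1 ASO replicate 1. The probes with an adjusted p under 0.05 numbered 921 under normexp, 884 under median scaling, 257 with no detection filter, 37 under SAM, 950 with an intensity trend, 908 with array weights, 120 with only the 2 groups, 233 with the replicate block, 1094 at the looser limit of 0.1, and 156 to 1234 without single arrays, the lowest without wig-1 ASO replicate 2 and the highest without wig-1 ASO replicate 1. Against control ASO the count was 497, 399, 22, 445, 432, 7 and 23 under normexp, median scaling, no filter, trend, weights, 2 groups and block, with 31 at a detection p limit of 0.05, 1 under SAM and 5 to 545 without single arrays. In control ASO against PBS it was 1 with the block and 0 to 1 without single arrays.

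Of the RT-PCR genes, 0 were called under SAM, 1 with only the 2 groups, 1 with the block, and 0 to 3 without single arrays. Of the genes of Tables 1 and 2, 10 were called with no filter, 3 under SAM, 7 with the 2 groups and 7 to 16 without single arrays. Of the network molecules, 12 were called under SAM, 45 with the 2 groups and 66 to 121 without single arrays. Htt changed sign, to −0.038 under normexp, −0.087 under median scaling and −0.30 with array weights, and ran from −0.60 to 0.46 without single arrays. Of 43 gene lists, 0 passed with an estimated correlation and 25 to 28 without single arrays. Clustering placed 7 arrays with 1000 probes and 10 with 500 probes by correlation. The correlation of the 2 comparisons with PBS was 0.215, 0.234 and 0.101 when each used its own PBS arrays, which removes the arrays they share.

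Run under each alternative were 27 other genes, 4 of the RT-PCR genes and the 12 largest rises and 12 largest falls without Zmat3, and none of these changed direction. Genes named from the lists and networks were run only with single arrays left out. Their calls were the same for 22 under normexp, 23 under median scaling, 22 with no filter, 23 at a detection p limit of 0.05, 26 with a trend, 24 with weights, 18 with the block, 13 with the 2 groups, 7 under SAM and 2 under SAM with no filter. The medians of 43 lists in wig-1 ASO against PBS kept their sign under both scalings. Both scalings start from signals already quantile normalized, so the effect of that step on these signs could not be tried. Not run were the deposited log2 values and no background correction, which equal the values used, a BeadChip block, since no chip is named, Trp53, which has no annotated probe, and gene length and motifs, which were not analysed here. Signal over background limits genes that no array of a group detects, whose folds are lower bounds, and genes detected on few arrays, whose log2 changes rest on values near background, and wig-1 ASO replicate 1 had the highest lowest detected signal, 9.21.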

Differences from the paper's values

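At the study's stated limits, 417 probes were selected here, where the paper's reported value is 260. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were normexp with 226, SAM with 183, only the 2 groups compared with 248, the replicate block with 285, and the fits without 1 array other than wig-1 ASO replicate 1, with 245 to 380. Those that were not were median scaling with 462, no detection filter with 481, the detection p limit of 0.05 with 417, an intensity trend with 530, array weights with 535, without wig-1 ASO replicate 1 with 668 and without the limit on p with 795.

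Among these, 310 probes were higher here, where the paper's reported value is 204. Within 1.5 times were normexp with 187, SAM with 150, the 2 groups with 193, the block with 211 and the fits without 1 array other than wig-1 ASO replicate 1, with 175 to 286. Median scaling with 370, no filter with 354, the detection p limit of 0.05 with 312, the trend with 408, weights with 403, without wig-1 ASO replicate 1 with 467 and without the limit on p with 553 were not.

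Lower probes numbered 107 here, where the paper's reported value is 56. Within 1.5 times were normexp with 39, the 2 groups with 55, the block with 74, and the fits without PBS replicates 2 and 3 with 63 and 69 and without wig-1 ASO replicates 2 and 4 with 70 and 71. Median scaling with 92, no filter with 127, the detection p limit of 0.05 with 105, SAM with 33, the trend with 122, weights with 132, without PBS replicates 1 and 4 with 99 and 91, without wig-1 ASO replicates 1 and 3 with 201 and 87, without control ASO replicates 1 to 4 with 94, 88, 94 and 87, and without the limit on p with 242 were not.

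Table 1 lists as lower, and the test here does not call, Auts2, Ago3, Aplp2, Plekha5 and Kcna2, while 7 genes of that table fell. At the table's probe ILMN_1250157, Auts2 was called with array weights (log2 change −0.61, adjusted p = 0.0499), and a probe of that accession passed the study's limits with no detection filter. The brightest probe of Auts2, ILMN_1213708, which does not carry the table's accession, was called under normexp (−0.44, adjusted p = 0.0196), median scaling (−0.46, adjusted p = 0.0327), an intensity trend (−0.47, adjusted p = 0.0163) and array weights (−0.52, adjusted p = 0.0351) and without wig-1 ASO replicate 1 (−0.56, adjusted p = 0.0223). Ago3 passed those limits under SAM and with only the 2 groups. A second probe of Aplp2 was called in 16 and passed the study's limits in 18 of 22 other settings, and a second probe of Plekha5 in 21 and 19. Kcna2 was called in 0 of 22. Cdk7 was below the detection filter and was called in 0 of the 2 settings that measure it.

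Table 2 lists as higher, and the same test does not call, Casp8, Cpt2 and Tmed3, while 9 genes of that table rose. In the main fit no kept probe with the table's accession of these 3 genes passed the study's limits either. Casp8 was called at the table's probe with median scaling (0.50, adjusted p = 0.0396) and with array weights (1.78, adjusted p = 0.0413). A second probe of Cpt2 was called in 10 of 22 other settings and passed the study's limits in 0, and a second probe of Tmed3 was called in 9 and passed them in 9. Pycard was below the detection filter and was called in 0 of the 3 settings that measure it.

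The paper states that the wig-1 ASO samples cluster apart from the PBS and control samples. Here that held for all 12 arrays over the selected probes by correlation, and wig-1 ASO replicate 1 joined the other groups by Euclidean distance, which placed 11.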

Other observations

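Beyond the lists given beside the paper's sentences, genes of nucleic acid sensing, lipid handling and cell death rose in part with wig-1 ASO against PBS. Of 9 nucleic acid sensing genes, 4 rose (7 when adjusted over the list alone), among them Unc93b1 at 1.57 and Tlr2 at 2.15 on the log2 scale (median 1.02, camera adjusted p = 9.52e-06, adjusted p = 0.116 with an estimated correlation). Of 14 genes of cholesterol and lipid handling, 4 rose (7 when adjusted over the list alone), with Npc2 at 1.16 and Plin2 at least 4.71-fold higher (median 0.36, adjusted p = 0.000272, adjusted p = 0.137 with an estimated correlation). Of 11 homeostatic microglia genes, Tmem119 at 0.82, P2ry13 at 0.65, Olfml3 at 0.77 and Fcrls at 1.78 rose (7 when adjusted over the list alone, adjusted p = 0.000802, adjusted p = 0.0655 with an estimated correlation), while Mef2c, the most abundant, did not (−0.11). Of 4 MHC class II genes, H2-Ab1 rose by 1.89 (3 when adjusted over the list alone, median 1.09, adjusted p = 0.00121, adjusted p = 0.0864 with an estimated correlation). Of 5 monocyte and neutrophil markers, 2 rose (5 when adjusted over the list alone), Lyz2 and Plac8, the latter at least 1.58-fold higher (median 1.62, or 1.19 with undetected genes at their bound, adjusted p = 0.000108, adjusted p = 0.0655 with an estimated correlation). Of 14 apoptosis genes, Casp8 and Fadd rose, Fadd by 0.76 (4 when adjusted over the list alone, median 0.50, adjusted p = 0.000371, adjusted p = 0.0655 with an estimated correlation). Of 17 p53 target genes, the cell cycle inhibitor Cdkn1a rose by 1.24 and Trp53inp1 by 0.50 (2 when adjusted over the list alone, median 0.16, adjusted p = 0.0217, adjusted p = 0.127 with an estimated correlation). Trp53 itself has no annotated probe.

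Many of these calls ended when 1 array was left out. Npc2, H2-Ab1 and Cdkn1a did not pass without any 1 PBS array or wig-1 ASO replicate 2, 3 or 4 (7 of 12 fits), and Tlr2 in the same fits except that without PBS replicate 4. P2ry13 and Olfml3 did not pass without PBS replicate 2, 3 or 4 or wig-1 ASO replicate 2, 3 or 4, Tmem119 without PBS replicate 2 or 3 or wig-1 ASO replicate 2 or 4, Unc93b1 without PBS replicate 2 or 3 or wig-1 ASO replicate 3 or 4, and Plin2 without PBS replicate 1 or 2 or wig-1 ASO replicate 2, 3 or 4. Fcrls passed only without wig-1 ASO replicate 1 or 4, Trp53inp1 only without wig-1 ASO replicate 1 or control ASO replicate 4, Fadd only without PBS replicate 4 or control ASO replicate 4, and Plac8 only without PBS replicate 4, wig-1 ASO replicate 1 or control ASO replicate 4. Without PBS replicates 1 to 4 and then wig-1 ASO replicates 1 to 4 in turn, the number that rose was 2, 0, 0, 4, 6, 1, 0 and 0 for nucleic acid sensing, 1, 1, 2, 3, 6, 1, 1 and 1 for lipid handling and 3, 0, 0, 1, 5, 0, 1 and 1 for homeostatic microglia genes. Without wig-1 ASO replicate 1, 3 MHC class II and 4 p53 target genes rose. Against control ASO, 2 homeostatic microglia genes, 1 monocyte and neutrophil marker and 1 apoptosis gene passed, each 0 without wig-1 ASO replicate 2, and 0 of the 4 other lists.

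Some lists shifted up in camera with no gene past the test over all genes. These were the unfolded protein and integrated stress response (11 genes, median 0.16, adjusted p = 0.00716, adjusted p = 0.239 with an estimated correlation, 1 when adjusted over the list alone), endothelial markers (10 genes, median 0.25, adjusted p = 0.0139, adjusted p = 0.239 with an estimated correlation, 4 when adjusted over the list alone), astrocyte markers (12 genes, median 0.23, adjusted p = 0.0164, adjusted p = 0.241 with an estimated correlation, 1 when adjusted over the list alone) and markers of pericytes, smooth muscle and fibroblasts (10 genes, median 0.28, adjusted p = 0.0353, adjusted p = 0.239 with an estimated correlation, 1 when adjusted over the list alone). Red blood cell markers shifted down, with Hba-a1 at −0.89 as the 1 of 3 that fell (3 when adjusted over the list alone, adjusted p = 0.00303, adjusted p = 0.116 with an estimated correlation), and Hba-a1 did not pass without PBS replicate 1 or 2 or wig-1 ASO replicate 2. Heat shock and oxidative stress genes did not shift as a list (13 genes, adjusted p = 0.0572), and Hmox1 was the 1 that rose (2 when adjusted over the list alone, 0 past the test without wig-1 ASO replicate 2). Without wig-1 ASO replicate 1, 1 stress response gene and 1 pericyte, smooth muscle or fibroblast marker passed, the latter count also without PBS replicate 3.

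The remaining lists did not pass in camera. Among 10 housekeeping genes, B2m rose by 1.37 and Gusb by 1.77 (3 when adjusted over the list alone), with a median of 0.05 (adjusted p = 0.181), and Ppia did not pass (0.06). B2m did not pass without wig-1 ASO replicate 4, and Gusb without PBS replicate 2 or 3 or wig-1 ASO replicate 2, 3 or 4. Of 7 oligodendrocyte precursor markers, Gpr17 rose by 0.55 (1 when adjusted over the list alone, adjusted p = 0.241), and of 9 striatal interneuron markers, Chat fell by 0.80 (1 when adjusted over the list alone), with a median of −0.24, or −0.09 with undetected genes at their bound (adjusted p = 0.174). Gpr17 and Chat each passed in 1 of the 12 fits that leave out 1 array, that without wig-1 ASO replicate 1. No gene passed, over all genes or when adjusted over the list alone, among markers of oligodendrocytes (12 genes, adjusted p = 0.140), choroid plexus and ependyma (7, adjusted p = 0.692), lymphocytes (2, adjusted p = 0.223), thalamus, hypothalamus and septum (11, adjusted p = 0.461) and cortical neurons (10, adjusted p = 0.821). The same held for immediate early genes (11, adjusted p = 0.224), mitochondrial peptidases and respiratory chain (11, adjusted p = 0.166), RNA interference machinery (12, adjusted p = 0.281), RNA polymerase III subunits (5, adjusted p = 0.388), TFIIH and CDK-activating kinase (8, adjusted p = 0.214) and wig-1 partners and relatives (6, adjusted p = 0.888). For cortical neuron markers and for wig-1 partners the median and mean were above 0 (medians 0.03 and 0.01) while camera ranked the list lower. Without wig-1 ASO replicate 1, 2 oligodendrocyte markers, 1 thalamic, hypothalamic or septal marker and 1 immediate early gene passed. The lymphocyte median was 0.53, or 0.07 with undetected genes at their bound.

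Htt, the mouse huntingtin gene, had a log2 change of 0.02 in wig-1 ASO against PBS (SE 0.64, adjusted p = 0.993 from limma, exact permutation p = 1), and was detected on 3 of 4 arrays of each group, so the estimate is imprecise and a change of moderate size is not excluded. In control ASO against PBS, 14 lists shifted up and 1 down in camera with a preset correlation, and 0 passed with an estimated correlation. Choroid plexus markers had the highest median there, 1.20 (adjusted p = 0.0292), and their mean change ran from −1.75 to 2.04 between wig-1 ASO-treated mice and from −0.66 to 2.03 between control ASO-treated mice. Immediate early genes had a median of 0.30 in control ASO against PBS (adjusted p = 0.00113) and −0.45 in wig-1 ASO against control ASO (adjusted p = 6.01e-05, adjusted p = 0.184 with an estimated correlation, 5 lower when adjusted over the list alone).

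All regroupings were planned. Over the 35 splits of 8 arrays into 4 and 4, 1 split, the real one, gave as many as the 417 probes past the study's limits, and the highest of the others was 1. For the 577 probes with an adjusted p under 0.05 the number was also 1, with a highest other of 1. A share of 1 in 35 is the smallest these splits allow. With single arrays left out, the 417 ran from 245 to 668 and the 577 from 156 to 1234. Both ranges lie above 1, which argues against chance for these counts. For the 162 probes against control ASO the number was 1, with a highest other of 5. Without wig-1 ASO replicate 2 the 162 became 5, so the splits do not exclude chance for that count. For the 0 probes in control ASO against PBS, all 35 splits gave as many, with a highest other of 1, which a count of 0 fixes beforehand, so the splits decide nothing there. For the 28 gene lists with a preset correlation the number was 1, but the highest other split gave 27. With single arrays left out the count itself ran from 25 to 28, so the splits do not exclude chance for it.

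The log2 changes of wig-1 ASO against PBS and of control ASO against PBS had a Pearson correlation of 0.547 across 17188 probes, which are not independent replicates. Both comparisons use the same PBS arrays, and 100 simulations with no effect gave a mean of 0.500. The simulations hold no wig-1 ASO effect, which would lower the correlation that shared arrays give, so 0.547 cannot be judged against 0.500. The covariance of the log2 changes was 0.0692, against 0.0297 in the simulations. It was 0.0348, 0.0375 and 0.0172 when each comparison used its own PBS arrays.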
